# Insights into the epigenomic landscape of the human malaria vector *Anopheles gambiae*

**DOI:** 10.3389/fgene.2014.00277

**Published:** 2014-08-15

**Authors:** Elena Gómez-Díaz, Ana Rivero, Fabrice Chandre, Victor G. Corces

**Keywords:** H3K27ac, H3K27me3, histone post-translational modifications, chromatin immunoprecipitation, gene expression regulation, mosquito-borne diseases, ChIP-seq, RNA-Seq

## Abstract

The epigenome of the human malaria vector *Anopheles gambiae* was characterized in midgut cells by mapping the distribution and levels of two post-translational histone modifications, H3K27ac and H3K27me3. These histone profiles were then correlated with levels of gene expression obtained by RNA-seq. Analysis of the transcriptome of *A. gambiae* midguts and salivary glands led to the discovery of 13,898 new transcripts not present in the most recent genome assembly. A subset of these transcripts is differentially expressed between midgut and salivary glands. The enrichment profiles of H3K27ac and H3K27me3 are mutually exclusive and associate with high and low levels of transcription, respectively. This distribution agrees with previous findings in *Drosophila* showing association of these two histone modifications with either active or inactive transcriptional states, including Polycomb-associated domains in silenced genes. This study provides a mosquito epigenomics platform for future comparative studies in other mosquito species, opening future investigations into the role of epigenetic processes in vector-borne systems of medical and economic importance.

## Introduction

Host-parasite interactions are among the most plastic and dynamic systems in nature. In these systems, epigenetic modifications can provide an accessory source of fast-acting, reversible and readily available phenotypic variation that can be directly shaped by both host and parasite selection pressures (Bonduriansky and Day, 2009; Gómez-Díaz et al., 2012). Mosquitoes are important disease vectors worldwide. *Anopheles gambiae* is major vector of malaria in Africa, a disease that affects more than 300 million people and causes around 650,000 deaths each year (Who, 2013). The genome of *A. gambiae* was sequenced more than 10 years ago (Holt et al., 2002). Since then, the roadmap for malaria control strategies has been mostly centered on the study of vector genetic variation (Severson and Behura, 2012). Yet, genetic mechanisms alone are not sufficient to explain natural phenotypic variation in terms of vector competence (Lambrechts, 2010). Thus, it is critical to expand our current understanding of mosquito-parasite interactions into an integrated view that includes both genetic and epigenetic dimensions. Although a great deal of progress has been made in deciphering the epigenetic code of *Plasmodium* parasites (see Hoeijmakers et al., 2012 for a review), knowledge of epigenetic processes in mosquitoes is limited.

Post-translational modification (PTM) of histones (acetylation, methylation, phosphorylation, sumoylation, and ubiquitinylation) is an important regulatory mechanism of transcriptional control that acts by altering chromatin structure (Kouzarides, 2007; Bonasio et al., 2010). In *Drosophila*, epigenomic profiling of enrichment or depletion patterns for specific histone modifications has been established genome-wide and this information has been correlated with the location of regulatory elements and functional domains (Kharchenko et al., 2011; Negre et al., 2011). For example H3K4me3 and H3K27ac are associated with active promoters, H3K4me1 and H3K27ac are present in active enhancers, and H3K27me3 associates with Polycomb-mediated silencing. Surprisingly, no information is available in mosquitoes on histone PTMs or regulatory elements involved in chromatin-based epigenetic processes, such as the Polycomb and trithorax complexes, insulators, and enhancers.

Available technologies now allow the analysis of whole epigenomes in a straightforward and cost-effective manner. Chromatin immunoprecipitation followed by sequencing (ChIP-seq) allows the mapping of protein-DNA interactions genome-wide. In this method DNA-protein complexes containing a specific protein of interest are immunoprecipitated from cross-linked, sonicated chromatin. DNA is purified from the enriched pool and used to generate a library for subsequent whole genome sequencing. The sequence reads for the enriched DNA are computationally aligned to the reference genome to define sharp peaks or broad blocks of modified histones. Since its development in 2007 (Robertson et al., 2007), ChIP-seq has been extensively used to survey the genomic profiles of histones and their modifications, transcription factors (TFs), DNA and histone modifying enzymes, the transcriptional machinery, and other chromatin associated proteins in various model organisms, including the fruit fly *Drosophila melanogaster* (Roy et al., 2010). One downside of this technique is, however, that its application in non-model species is still limited by the availability of reference genomes. On the other hand, in cases where the annotation of the genome is still incomplete, such as *A. gambiae*, the combination of histone modification maps and gene expression information constitutes a powerful approach that allows the functional interpretation of chromatin marks as well as *de novo* prediction of regulatory elements, genes and splice variants (Ernst and Kellis, 2010; Cheng et al., 2011). Previous studies have analyzed the transcriptome of *A. gambiae* using microarrays (Dana et al., 2005; Marinotti et al., 2005; Koutsos et al., 2007; Baker et al., 2011; Maccallum et al., 2011), but this approach gives only semi-quantitative results due to the small dynamic range of the microarray signal. A few studies have applied RNA-seq in this species on whole bodies or chemosensory appendages (Pitts et al., 2011; Vannini et al., 2014). To our knowledge no study has specifically targeted RNA-seq analyses to tissues such as the midgut or salivary glands that play a key role in the development of *Plasmodium* parasites within the mosquito, and are thus directly implicated in malaria transmission.

Using the technical and theoretical knowledge accumulated from chromatin studies in *Drosophila*, here we carry out an analysis of the transcriptome and histone PTMs in the human malaria vector *A. gambiae*. We characterize the distribution and levels of H3K27ac and H3K27me3, two key histone modifications that have been shown to play an important role in gene regulation, by performing ChIP-seq analyses in the midguts of adult mosquito females. The midgut is key tissue for *Plasmodium* development because the obligate passage of the parasite through this tissue results in large losses in parasite numbers, which may explain the frequent failure of the parasite to complete its life cycle in the mosquito (Blandin et al., 2008). We then correlate the histone profiles with levels of genome-wide gene expression obtained by RNA-seq, in order to infer functional states and predict putative regulatory elements in the mosquito. This integrative analysis allowed us to link enrichment or depletion of active and repressive histone modifications to their target genes. The result is the first platform for mosquito comparative epigenomics that can serve as a basis for future studies on the biology of mosquitoes and mosquito-borne diseases.

## Experimental procedures

### Mosquito rearing and dissection

Experiments were performed using an isogenic strain of *A. gambiae* (strain Kisumu) maintained at the MIVEGEC insectarium under standard rearing conditions (27 ± 1°C, 70 ± 10% RH and 16L: 8D photoperiod). Blood- fed adult females were allowed to lay eggs. On the day of hatching, larvae were seeded into plastic trays (25 × 35 × 7 cm) containing one liter of mineral water at a density of 300 individuals per tray. Larvae were provided with 200 mg of TetraMin® fish flakes the day after hatching, and, from then on, 400 mg TetraMin every 2 days until pupation. On pupation, trays were placed inside an emergence cage (27 × 40 × 35 cm) and provided with an *ad libitum* source of 10% sugar solution for the emerged adults. Dissection of the midguts and the salivary glands was performed on adult females aged 6–8 days. Tissues were maintained in ice-cold Schneider's insect culture medium (Sigma-Aldrich) to avoid degradation, and fresh tissues were immediately processed for chromatin and RNA analyses.

### RNA isolation and RNA-seq library preparation

Total RNA was extracted from fresh mosquito tissues (~25 midguts and ~ 50 salivary glands) using the *mir*Vana™ RNA Isolation Kit (Ambion®) according to the manufacturer's protocol. RNA concentration was quantified using a Qubit® 2.0 Fluorometer, and RNA integrity was determined with an Agilent 2100 Bioanalyzer. Illumina libraries were prepared and sequenced at the HudsonAlpha Institute for Biotechnology, using an Illumina HiSeq2000 sequencer. Standard directional RNA-seq library construction, 50 bp paired end reads with ribosomal reduction (RiboMinus™ Eukaryote Kit, Ambion®).

### Chromatin isolation, immunoprecipitation, and sequencing

Antibodies to histone modifications H3K27ac (Abcam ab4729) and H3K27me3 (Millipore 07-449) used in this study have been previously tested and shown to specifically recognize the appropriate epitopes (Kharchenko et al., 2011; Landt et al., 2012). The epitope sequences are conserved between *Drosophila* and *A. gambiae*.

For immunoprecipitation experiments, mosquito tissues (15–20 midguts) were suspended in 100 μl of Schneider's medium, fixed by adding 37% formaldehyde to a final concentration of 1%, and incubated at room temperature for 10 min. The reaction was stopped by adding 1/10 volumes of 1.25 M glycine solution, incubated for 5 min before centrifugation at 4000 rpm for 3 min, and washed twice using cold 1X PBS. Tissues were lysed in 200 μl of cell lysis buffer (5 mM PIPES pH 8.0, 85 mM KCl, 0.5% NP40), and protease inhibitor cocktail (complete protease inhibitor cocktail tablets, Roche), then homogenized with a pestle mixer and incubated on ice for 15 min. After centrifugation at 4000 rpm for 8 min, the nuclei were resuspended in 200 μl of nuclear lysis buffer (50 mM Tris-HCl pH 8.0, 10 mM EDTA.Na2, 1% SDS, and protease inhibitors), and incubated on ice for 20 min. Then, 100 μl of IP dilution buffer (0.01% SDS, 1.1% Trition X-100, 1.2 mM EDTA.Na2, 16.7 mM Tris-HCl pH 8.0, 167 mM NaCl) were added. Sonication was performed using a Diagenode BioRuptor using 40 cycles of 30 s ON/ 30 s OFF, resulting in fragments around 300–500 bp, followed by centrifugation at 4°C for 10 min. Quality control of fixed chromatin was performed by visualization of seared fragments by agarose electrophoresis prior to proceeding with the chromatin IP. For the preclear step, 50 μl of protein A magnetic beads (Dynabeads® Protein A, Novex®) were pre-coated using anti-rabbit IgG in 5% BSA. Beads were then added to each sample diluted 5X in IP dilution buffer, and incubated overnight (OVN) at 4°C in a rocker. Seventy five μl (5%) were taken as a control input from this solution and subjected to the same experimental procedure than the test sample, except for the antibody-binding step. For the test sample, 3 μl of Ab (1 μg/μl) pre-bound to 50 μl of protein A beads were added to the pre-cleared chromatin and incubated OVN at 4°C. After discarding the supernatant by magnetic separation, antibody-bound chromatin was subjected to 3 washes in low salt buffer (0.1% SDS, 1% Trition X-100, 2 mM EDTA.Na2 pH 8.0, 20 mM Tris-HCl pH 8.0, 150 mM NaCl), 2 washes in high salt buffer (0.1% SDS, 1% Trition X-100, 2 mM EDTA.Na2 pH 8.0, 20 mM Tris-HCl pH 8.0, 500 mM NaCl), 2 washes in LiCl buffer (1 mM EDTA.Na2 pH 8.0, 10 mM Tris-HCl pH 8.0, 0.25 M LiCl, 1% NP40, 1% SDS), and one final wash in TE. Elutions were then performed by adding 2 × 200 μl of IP Elution Buffer (0.1 M NaHCO_3_, 1% SDS). Crosslinks were reversed by incubating the ligated chromatin at 65°C OVN with the addition of 0.25 M NaCl, 10 mM EDTA, and 40 mM Tris. Extraction was performed by adding 8 μl of proteinase K (10 mg/ml) and incubation at 50°C for 2 h. The DNA was extracted following a standard phenol-chloroform procedure.

Sequencing libraries were prepared following the protocol described by Bowman et al. (2013) optimized for low quantity DNA. Before library preparation, ChIP DNA was pre-cleaned using a 1.8 × ratio of SPRI beads (Agencourt AMPure XP, Beckman Coulter). End preparation was performed by end repair (End-It DNA End Repair Kit, Epicenter Cat# ER0720) and addition of “A” base to 3′ends (Klenow 3′-5′exo, NEB Cat# M0212S). Adaptor ligation was performed using a universal adaptor sequence and T4 ligase (NEB Cat# M0202S), and the ligated products were SPRI cleaned (1.6 × beads ratio). Amplification of ChIP libraries was performed by qPCR using an Applied Biosystems 7500 Fast Real-Time PCR System. Reactions (50 μl) consisted of 0.2 μM universal primer, 0.2 μM barcoded primer and 25 μl of KAPA SYBR FAST qPCR Master Mix (KapaBiosystems). Real time kinetics was monitored and library amplifications were stopped at the end of the extension after SYBR green reported reaction kinetics in the log phase (usually 15 cycles). A final SPRI purification with 1.0 × beads ratio was performed on the ChIP DNA libraries to remove adapter/primer dimers (120 bp) from the rest of the library (250 bp and above). ChIP libraries were sequenced at the HudsonAlpha Institute for Biotechnology using an Illumina HiSeq2000 sequencer.

### Data analyses

#### RNA-seq data analysis

RNA raw sequencing data were quality checked using FastQC, and trimmed on both ends, based on the quality estimates for each sequence, by using the FASTX-Toolkit (http://hannonlab.cshl.edu/fastx_toolkit). For the analysis of RNA paired directional reads we used the Tuxedo suite of programs as described by Trapnell et al. (2012). First, TopHat v2.0.10 (Trapnell et al., 2009) was used to map reads to the GTF annotation file of the most recent version of the *A. gambiae* genome, assembly AgamP4 PEST strain, available at VectorBase (https://www.vectorbase.org/). Reads were aligned using default parameters, except the option of library type set as first-strand for directional RNA-seq, and the inner mate distance parameter r, which was estimated using the CollectInsertSizeMetrics tool implemented in the Picard's tools suite (http://picard.sourceforge.net/index.shtml). The Cufflinks v2.1.1 package (Roberts et al., 2011), which includes Cuffcompare, Cuffmerge and Cuffdiff; was used to quantify transcript abundance in terms of Fragment Per Kilobase Million (FPKM), allowing the discovery of new transcripts. Parameters were set as default using the GTF option, bias correction, and applying the total hits norm. We then compared the new transcriptomes to existing annotated transcripts using Cuffcompare. We ran Cuffdiff first on the conserved, known transcripts, and then on the combined transcriptome, which includes both previously annotated and new transcripts, to examine tissue specific differences in gene expression between midguts and salivary glands. The clusters of differently expressed genes were visualized using the R/Bioconductor cummeRbund package (http://compbio.mit.edu/cummeRbund/). Significant expression differences between tissues was defined as having both a *P*-value < 0.01 and a false discovery rate (FDR) of <0.05.

#### Chip-seq data analyses

Quality metrics statistics of Illumina reads were obtained using FastQC (http://www.bioinformatics.bbsrc.ac.uk/projects/fastqc). We used Bowtie v.1.0.0 (Langmead and Salzberg, 2012) to map reads from control and ChIP libraries to a custom genome index for *A. gambiae*; built using the most recent AgamP4 reference assembly using the bowtie-*build* tool. We ran Bowtie using the—m option to filter repetitive sequences. To identify significantly enriched regions for H3K27ac we performed peak calling analysis using MACS v1.4.2 (Zhang et al., 2008; Feng et al., 2012). Parameters were set to consider equal numbers of unique reads for input and ChIP samples, remove redundant reads (PCR duplicates), and a *p*-value cutoff of 1 × 10e-5. To analyze the distribution of H3K27me3 we used SICER, which is optimized for the analysis of broad ChIP-enrichment regions (Zang et al., 2009; Xu et al., 2014) characteristic for this histone modification mark. Parameters were set to a window size of 200, gap size 600 and FDR cutoff of 1 × 10e-5, and the default value for the redundant rate cutoff.

We used BEDTools2.19.0 (Quinlan and Hall, 2010) to obtain genome coverage for each histone modification mark, which is the percentage of the genome in bp that shows significant enrichment of H3K27ac and H3K27me3, as well as the intersects of H3K27ac and H3K27me3 enrichment peaks with various genomic features (promoters, TSSs and genes). For these analyses we define promoters as regions located within a distance of 200 bp upstream and downstream of the transcription start site (TSS).

To examine the association between H3K27ac and H3K27me3 profiles genome-wide, we first normalized control and ChIP samples based on read counts and calculated the difference using DeepTools (Ramírez et al., in press). The resulting enrichment files were binned into 10 bp windows covering the entire *A. gambiae* genome reference sequence. We then referenced the 10 bin normalized and subtracted ChIP enrichments to gene coordinates of the AgamP4 gene set and calculated average enrichments per gene across a region that includes the gene body scaled to 500 bp, flanked by 200 bp before the TSS and after the Transcription Termination Site (TTS), respectively. The same type of analysis was performed by referencing ChIP data to gene coordinates from the “custom” gene set generated by CuffCompare, which merges novel and conserved transcripts (see above). We then applied K-means clustering to the matrix of enrichment values for H3K27me3 to organize genes based on their similarities into 3 clusters using Cluster v3.0. Genes within each cluster were ordered by decreasing mean enrichment values. Groups of H3K27me3 enrichment were then used as anchors to order the matrix of mean values of H3K27ac and gene expression. Clustered data was then visualized as a heatmap using deepTools.

Combined analyses of ChIP and RNA-seq data were performed in R 3.1.0 (http://www.r-project.org/) using Bioconductor (http://www.bioconductor.org). We used BedTools v2.19.0 and SamTools v1.4 (http://samtools.sourceforge.net) for file manipulation and conversion. Coverage analyses on bed and bam files were performed using BedTools and DeepTools suites.

#### Functional analysis of genes

Functional analyses were performed on genes obtained from the clustering approach corresponding to the various enrichment profiles (see results), and that intersect with H3K27ac and H3K27me3 peaks identified by MACS or SICER. Sequences for the various gene sets were retrieved by mapping VectorBase gene IDs against the UniProtKB database (http://beta.uniprot.org/). We employed Blast2Go (http://www.blast2go.de/) to conduct Gene Ontology (GO) and KEGG (Kyoto Encyclopedia of Genes and Genomes) pathways annotations. Fisher's exact test was used to retrieve significantly enriched GO terms for genes marked with H3K27ac and H3K27me3 using Blast2Go. GO functional categories are defined as those containing at least five genes and a minimum enrichment score of 1.3 (*p*-value < 0.05).

### Real-time PCR validation

Validation by ChIP-qPCR was performed by targeting two housekeeping genes, actin5C and TER94, which typically show significant enrichment of H3K27ac in *Drosophila* (http://www.modencode.org/). For this assay we also targeted an intergenic region located 2 Kb upstream of these two genes as a negative control. Reactions were performed using SYBR Green I Master kit (Applied Biosystems) in an Applied Biosystems Lightcycler. The PCR parameters are: 1 cycle of 10 min at 95°C, 40 cycles of 10 s at 95°C, 10 s at 60°C, and 20 s at 72°C. PCR primer sequences are listed in Table S1.

## Results

### Gene expression and transcript discovery

RNA library processing and quality metrics are shown in Table 1. 

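RNA was sequenced from 1 pool of 25 midguts and 1 pool of 50 salivary glands of A. gambiae females aged 6 to 8 days, so each tissue has a single library and no replicate. According to Table 1 of the paper, the midgut library held 83046282 reads, of which 60149597 were mapped, and the salivary gland library held 78884200 reads, of which 57346015 were mapped. The authors mapped the reads to the AgamP4 assembly with TopHat v2.0.10, assembled them with Cufflinks v2.1.1 and compared the assembly with the annotated transcripts using CuffCompare. This program gives each assembled transcript a class code: "=" for the intron chain of an annotated transcript, "j" for an isoform sharing splice junctions with one, "o" for another overlap on the same strand, "x" for an overlap with exons on the opposite strand, and "u" for intergenic sequence. The merged set analysed here joins both tissues in 34919 transcripts of 26867 loci, and gives positions and classes but no abundance. Annotated genes were represented by their class "=" transcripts, by class "j" where a gene had none, and by class "o" where it had neither. This gave models for 13139 genes, of which 11905 rested on class "=", 1036 on class "j" and 198 on class "o". The 37 genes of the mitochondrial sequence were left out of all comparisons with the histone marks, which leaves 13102 genes on the 6 chromosomes of Table 2. Models of class "j" or "o" can reach beyond the annotated gene, and this choice of models was made after the class counts had been seen.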

The expression analysis on the assembly of reads obtained from *A. gambiae* female mosquito tissues, midguts and salivary glands, resulted in a total of 13,969 novel transcripts that correspond to newly discovered non-annotated loci (class code “u”: Unknown, intergenic transcript); combined GTF and BED files available at GEO GSE59773) as well as transcripts categorized as class code “=”correspond in most cases to extensions of previously annotated genes based on intron matches. 

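Intergenic transcripts of class "u" were the largest class of the assembly, with 14207 transcripts in 13969 loci. Most were short and unspliced: 95.7% had a single exon and their median exonic length was 777 bp. Transcripts matching annotated genes (class "=") numbered 13496, with a median exonic length of 1482 bp, and 12.8% of them had a single exon. Only 610 class "u" transcripts (4.29%) had more than 1 exon, so a count restricted to spliced transcripts is far smaller than the count of loci. Both tissues are merged in this set and their transcripts were not told apart here.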

Most novel transcripts (6907 in midguts and 6943 in salivary glands) show relative abundances, expressed as Fragments Per Kilobase of exon model per Million mapped fragments (FPKM), above the 95 percentile of expression for the distribution of transcript abundances, which we estimated correspond to a value of 0.26 for midguts and 0.56 for salivary glands (lower bound of the 95% confidence interval (CI) for the distribution of transcript abundance). Thus transcripts that show FPKM values above this threshold can be considered as reliable in terms of novel transcript discovery and gene expression differences. Blasting a subset of these transcripts against non-redundant protein databases confirms that they are novel (data not shown). This supports the notion that there is a large number of genes in the reference genome of *A. gambiae* that remain to be discovered and/or properly annotated.

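Class "u" loci lay on every chromosome, at 71.5 loci per Mb on 3L, 55.2 on 3R, 52.7 on 2L, 49.2 on X and 46.6 on 2R. The unplaced sequence UNKN held 32.2 per Mb. Chromosome 3L, the densest in class "u" loci, carried 50.1 annotated genes per Mb, against 61.4 on 2L, 60.2 on 2R, 49.3 on 3R and 44.1 on X. Within annotated genes, 6515 further transcripts were alternative isoforms (class "j") of 3695 genes. Antisense transcripts (class "x") were few, with 254 transcripts over 204 annotated genes, and 81.1% of them had a single exon. From the number and abundance of the transcripts outside the annotation and a database search with a subset of them, the paper proposes that many genes of the reference genome remain to be discovered or properly annotated.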

**Table 1:** **Statistics of ChIP-seq and RNA-seq data processing and quality checks**.

	**No. reads**	**Reads mapped**	**Reads excluded**	**Reads analyzed**	**%GC**	**Quality score**
**ChIP-seq**						
H3K27ac	24770844	13300823 (53.7%)	3401339 (13.7%)	12286069 (49.6%)	45	38
H3K27me3	22053926	12832729 (58.2%)	3861626 (17.5%)	10249493 (46.5%)	49	38
Input	19456294	9684252 (49.8%)	3235677 (16.6%)	9068488 (50.7%)	42	38
**RNA-seq**						
Midgut	83046282	60149597 (72.4%)			52	37
Salivary gland	78884200	57346015 (72.7%)			52	37

The comparison between transcripts obtained from midguts and salivary glands identified a total of 23 differentially expressed genes, 23 TSS and 21 isoforms switching events (*p*-value < 0.01, *q*-value < 0.05) (Figure 1). We did not detect significant differences in expression when considering the combined transcriptome, which includes both previously annotated and novel genes (Figure 1), probably due to low abundances of novel transcripts, which represent half of the combined data set, and which may have bias quantification results. Note that these are conservative estimates based on the threshold used by Cufflinks.

**Figure 1:**
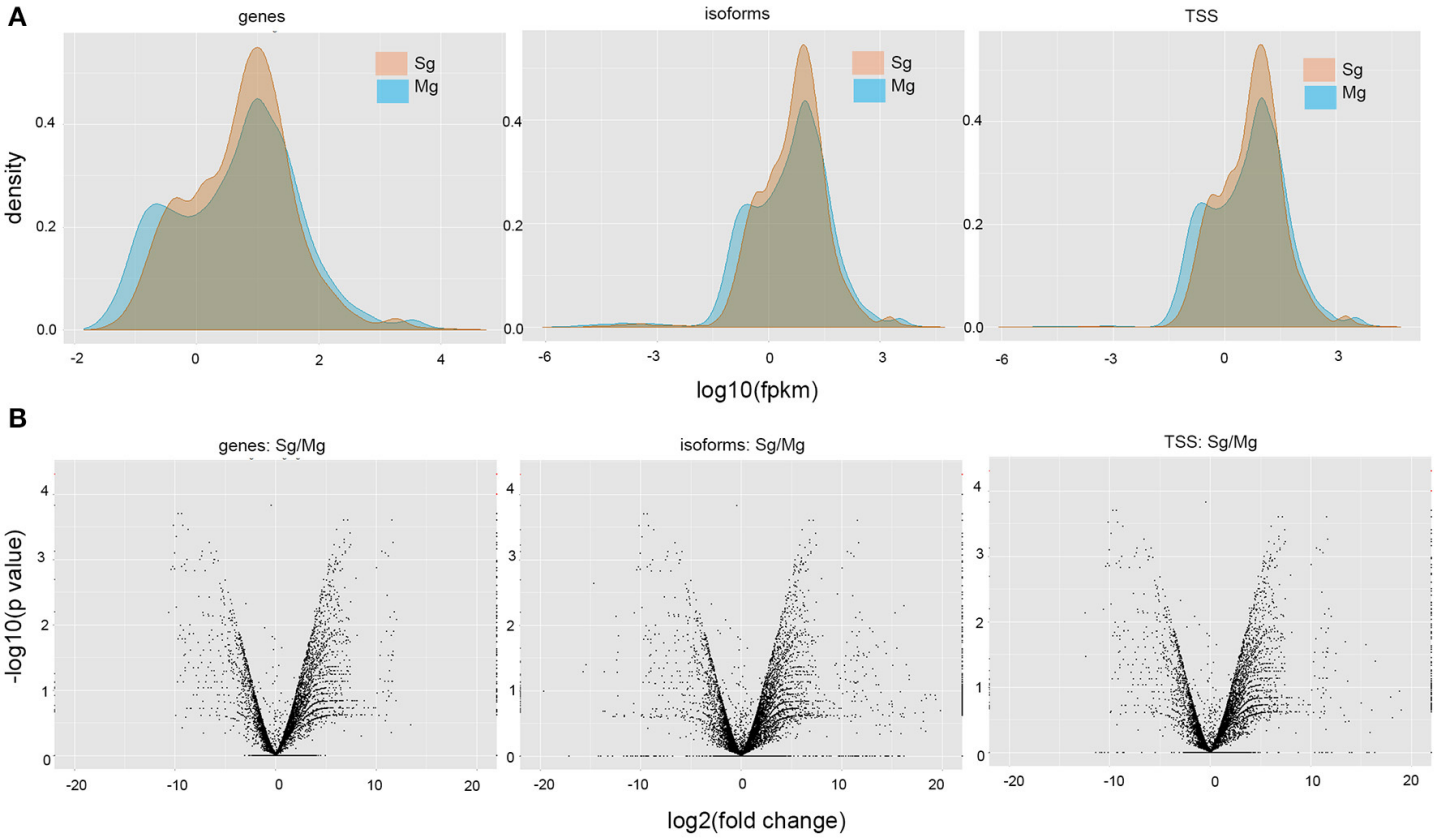
**Differential expression analyses between midgut and salivary gland samples of *A. gambiae*. (A)** Volcano plots displaying changes in gene expression, isoforms, and TSS usage (log2-fold change). Each symbol represents one gene that has detectable expression in either tissue. Relative differences in signal intensity along the X-axis reflect up-regulation in salivary glands when positive and up-regulation in midguts when negative. The Y-axis displays log10-transformed *p*-values associated with tests of differential gene expression; red symbols indicate significant values for a threshold level of 0.05. **(B)** Density plots showing the expression level distribution for all genes, isoforms, and TSS, in the two tissues. FPKM, fragments per kb of transcript per million fragments mapped.

### Validation of the ChiP-seq approach and mapping of H3K27ac and H3K27me3 in *A. gambiae*

Statistics of data processing are presented in Table 1. 

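Chromatin was prepared from pools of 15 to 20 midguts of females aged 6 to 8 days and precipitated with antibodies against 2 marks of lysine 27 of histone H3, the acetylation H3K27ac and the trimethylation H3K27me3, with input chromatin as the control. Each mark has 1 library. Table 1 of the paper gives 12286069 reads analyzed of 24770844 for H3K27ac, 10249493 of 22053926 for H3K27me3 and 9068488 of 19456294 for the input. The authors mapped the reads with Bowtie to AgamP4, called H3K27ac peaks with MACS v1.4.2, which is made for narrow peaks, and called H3K27me3 peaks with SICER, which joins enriched windows into broad regions, with windows of 200 bp and gaps of 600 bp. The analysis here starts from the deposited peak positions, with each peak's score as the authors' callers gave it, and the 2 kinds of score are not on one scale. As there is no replicate, no difference is tested between animals, and 95% intervals of shares (Wilson) cover counting error only. Observed overlaps were set beside 1000 rotations of the peaks around each chromosome, and gene lists beside 10000 random lists matched on gene length in 10 bins, as descriptions of these libraries. Positions are those of AgamP4, counted from 1.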

ChIP and control libraries passed all quality tests (Figure S1). The percentage of reads mapped to the mosquito genome was 53.70% for H3K27ac (13,300,823 reads) and 58.19% for H3K27me3 (12,832,729 reads). Of these, 13.73% for H3K27ac and 17.51% for H3K27me3 reads were identified by Bowtie as corresponding to repetitive sequences such as those typically found in transposons and centromeric or telomeric regions. The percentage of mapping is similar between the two target histones and the control. Results of the ChIP-qPCR validation are also consistent with data obtained by the ChIP-seq analysis (data not shown). 

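Both control genes lay under H3K27ac peaks and neither touched an H3K27me3 peak. Act5C (AGAP000651), which encodes a cytoplasmic actin, lies on X from 11655373 to 11664337 on the minus strand, and 98.98% of its body fell inside 2 H3K27ac peaks. The larger of these ran from 11659652 to 11677540 and had a score of 535. TER94 (AGAP005630), which encodes an AAA ATPase, lies on 2L from 18009937 to 18015089 on the minus strand. A single H3K27ac peak with a score of 1485, from 18012193 to 18015302, covered 56.2% of its body and its transcription start. At 2000 bp upstream of the start of TER94, position 18017089 was in no peak of either mark. For the 3 assembled starts of Act5C, the positions 2000 bp upstream were all inside its larger H3K27ac peak, but 11661352 and 11662871 are in the gene body and only 11666337 lies outside the gene. The quantitative PCR values and the places of the primers were not analysed here.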

Taken together, these results indicate that the ChIP-seq data provide an accurate representation of the genome-wide distribution of histone modifications analyzed in *A. gambiae* and offer proof-of-concept validation of the approach.

Coverage analyses of ChIP peaks regions reveal that 6.4% of the genome is occupied by H3K27ac, whereas 22% is occupied by H3K27me3. 

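H3K27ac peaks covered 17548100 bp, or 6.43% of the genome of Table 2, and H3K27me3 peaks covered 53140261 bp, or 19.5%. The difference lay partly in long H3K27me3 regions: 917 H3K27me3 peaks were 10000 bp or longer and held 33.5% of the bases under this mark. For H3K27ac, 87 peaks were of this length and held 6.37% of the bases. Peaks of 50000 bp or longer numbered 37 for H3K27me3 and 0 for H3K27ac, and 3 H3K27me3 peaks reached 100000 bp. A further one was 99999 bp long. The shares are lengths under called peaks and do not measure how strongly a region was enriched. Each mark was called by its own program, so the contrast in peak length cannot tell mark from caller.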

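Chromosome X had the highest share of sequence under H3K27me3, 28.5%, followed by 2R with 24.7%, 3R with 21.8%, 2L with 21.3% and 3L with 20.6%. H3K27ac varied less and in another order, from 8.28% on 2R and 8.21% on 2L to 7.11% on 3L, 6.85% on 3R and 6.81% on X. The unplaced sequence UNKN, 42389979 bp long, was almost free of peaks, with 0.263% under H3K27ac and 0.589% under H3K27me3. The authors filtered out reads from repetitive sequence, and how much of UNKN reads could reach was not examined. Few peaks there are thus not read as absence of the marks. Counted by genes, 39.5% of the 1076 annotated genes of X carried H3K27me3, against 29.6% of the 3033 genes of 2L and 29.3% of the 3708 genes of 2R. The H3K27ac share of genes on X was 37.8%, between 41.4% on 2R and 38.3% on 2L and the lower shares of 37.1% on 3R and 35.2% on 3L. With 1 library per mark, the spread of these shares between animals is not known.

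**Figure D1:**
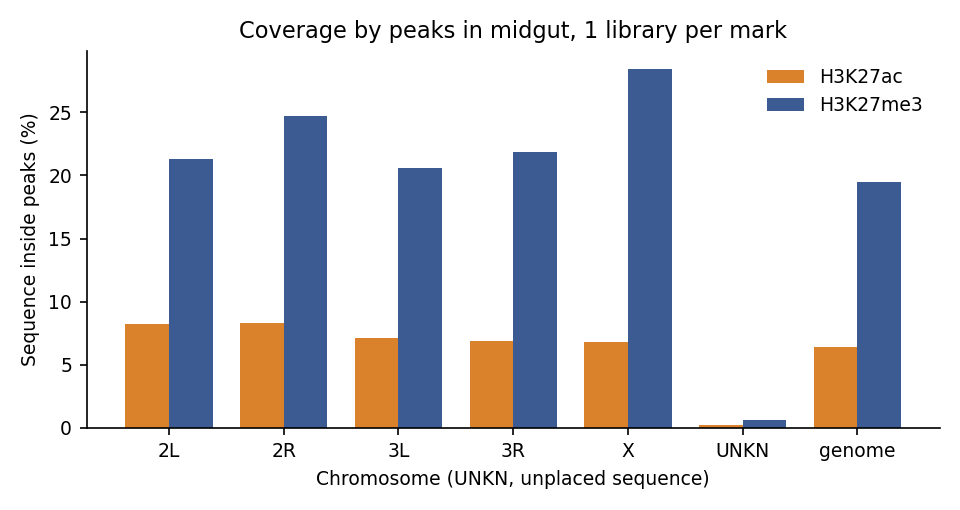
Share of each chromosome of AgamP4 inside peaks (%, vertical axis) by chromosome, with bars for H3K27ac and H3K27me3 in midgut, 1 library per mark. H3K27me3 is highest on X at 28.5%, and both marks are close to 0 on UNKN.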

The fraction of the genome covered by each histone modification across different chromosomes is shown in Table 2. 

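Among the 10 highest-scoring H3K27ac peaks, 5 lay on 2R and 2 on X, and their lengths ran from 2590 to 12613 bp. Their scores lay close together, from 3128 to 3233, and whether the score has a ceiling there was not examined. Neither their order nor their place above other high-scoring peaks is therefore read as strength of enrichment. The highest score, 3233, belonged to a peak at 2R 30621372 to 30626598 that touched no annotated gene but 2 class "u" loci. Next were a peak at X 13808707 to 13813892 over AGAP000765 and a peak at 2L 28603121 to 28605710 that held AGAP006246 whole. Of the 10 longest H3K27me3 peaks, 7 lay on 2R, and none held an H3K27ac peak. The longest, 130799 bp at 2R 863801 to 994599, touched no annotated gene and 3 class "u" loci. One of 115799 bp at 3R 3501001 to 3616799 held AGAP007973 and AGAP007974 whole. In all there were 6639 H3K27ac peaks with a median length of 2048 bp and 12939 H3K27me3 peaks with a median of 2399 bp. The H3K27me3 count depends on the cutoff, at 7440 for peaks of 2000 bp or longer and 6482 for peaks scoring at or above the median.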

By applying a peak calling approach using either MACS or SICER we identified 6639 peaks for H3K27ac and 12,939 peaks for H3K27me3 after input control normalization. Of the peaks identified for H3K27ac, 70.2% (4657) intersect with annotated genes or their promoters (here defined as regions located 200 bp upstream and downstream of TSSs), whereas a small fraction of the remaining peaks (29.8% of total) correspond to intergenic regions. 

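Of the H3K27ac peaks, 5156 (77.7%, interval 76.6 to 78.6%) overlapped an annotated gene or its promoter by at least 1 bp, and 3460 (52.1%) touched a promoter. Examples among genes of Table S3 are SRPN10, a serpin, on 2L from 12996143 to 13001344, whose peak had a score of 3001 and covered 92.7% of its body, and CACTUS, the inhibitor of Toll signalling, on 3R from 3214448 to 3217145, which lay whole inside a peak with a score of 1343. The 1483 peaks outside annotated genes (22.3%) had a median score of 178, against 326 for peaks at promoters. Rotated peaks overlapped annotated genes in 49.3% of cases on average and in 55.6% at most.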

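H3K27me3 peaks lay outside annotated genes more often than H3K27ac peaks. Overlaps with an annotated gene or promoter were found for 5823 H3K27me3 peaks (45.0%, interval 44.1 to 45.9%), and 7116 had none. Promoters were touched by 2417 peaks (18.7%), with a median length of 3999 bp, while the peaks outside genes had a median of 2199 bp. Among genes of Table S3, NOX5, an NADPH oxidase on 3R from 5067619 to 5085292, had 74.6% of its body under 4 H3K27me3 peaks. CTL8, a C-type lectin on 2R from 40674640 to 40683555, had 91.0% under 2 peaks. Rotated H3K27me3 peaks overlapped genes in 50.9% of cases on average and never in fewer than 48.4%, which is above the observed share. The share of peaks in genes passed 50% with peaks of 2000 bp or longer (50.6%), with peaks scoring at or above the median (52.0%) and with gene models of classes "=", "j" and "o" together (50.9%), the last a setting chosen after seeing the data. No rotations were run for these settings, so these shares have no rotated share to be set beside.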

In the case of H3K27me3, only 41% of the peaks (5414) intersect genes or their promoters and, therefore, most peaks appear to be intergenic. 

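Assembled loci outside the annotation took up most of the remaining H3K27ac peaks, while most of the remaining H3K27me3 peaks stayed outside every locus. Class "u" loci were touched by 761 H3K27ac peaks and 1620 H3K27me3 peaks that overlapped no annotated gene, and other assembled isoforms alone by 337 and 522 peaks. With all assembled loci and their promoters as the gene set, 6266 H3K27ac peaks (94.4%, interval 93.8 to 94.9%) and 7985 H3K27me3 peaks (61.7%, interval 60.9 to 62.5%) overlapped a gene. This left 373 H3K27ac peaks and 4954 H3K27me3 peaks outside every locus. The larger set also covers more sequence, 49.8% of the genome against 36.1% for annotated genes and promoters, and rotated peaks overlapped it in 66.4% of cases for H3K27ac (72.0% at most) and 68.1% for H3K27me3 (65.5% at least).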

When considering the custom gene set that includes the newly discovered transcripts, the percentage of peaks that overlap to genes is 6156 for H3K27ac and 7813 for H3K27me3, thus indicating that a considerable proportion of ChIP signal maps to non-annotated regions.

**Table 2:** **Coverage of H3K27ac and H3K27me in the *A. gambiae* genome by chromosome**.

**Chromosome**	**H3K27ac**		**H3K27me3**		**Size (bp)**
	**Read depth**	**% cov**	**Read depth**	**% cov**	
2L	4051943	8.21	10503751	21.28	49364325
2R	5094054	8.28	15188866	24.68	61545105
3L	2984278	7.11	8646592	20.61	41963435
3R	3645201	6.85	11609840	21.82	53200684
UNKN	111428	0.26	249640	0.59	42389979
X	1661196	6.81	6941572	28.45	24393108
Genome	17548100	6.43	53140261	19.45	273109044

*The depth of coverage in bp, the fraction of the chromosome covered, and the total size in bp for each chromosome and the complete genome is indicated*.

### Genome-wide profiling of histone and gene transcriptional states

To examine the patterns of histone acetylation and methylation genome-wide, we considered *A. gambiae* genes plus flanking regions of 200 bp upstream and downstream of the TSS and TTS, respectively. 

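Most marked genes carried either mark without the other. Around 4 genes of inhibitors of apoptosis (IAP1, IAP3, IAP4 and IAP7) on 2L from 45018649 to 45044756, there were 5 H3K27ac peaks and no H3K27me3 peak. Across the 13102 annotated genes with 200 bp on each side, 4413 (33.7%) carried H3K27ac alone, 3334 (25.4%) H3K27me3 alone, 439 (3.35%) both and 4916 (37.5%) neither. If the marks fell on genes independently, 1397 genes would carry both. The genes with both were long, with a median of 21551 bp against 3187 bp for H3K27ac alone and 3082.5 bp for H3K27me3 alone, and in 96 of them (21.9%) the marks shared bases. Within genes and flanks, 0.703% of the H3K27ac bases were inside H3K27me3 peaks, while rotations gave 21.3% on average and 18.6% at least. The number of genes with H3K27ac alone was 1992 where at least 50% of the body had to be covered. The number with both was then 25, and it was 821 with flanks of 1000 bp and 276 with stricter peaks of both marks.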

The distribution maps of the two histone modifications at genes revealed a mutually exclusive pattern of H3K27ac and H3K27me3 enrichment genome-wide (Figure 2). 

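In the custom gene set, which adds the class "u" loci and assembled isoforms to the annotated genes, the marks again overlapped little. H3K27ac and H3K27me3 shared 96100 bp in these loci and promoters, or 0.613% of the H3K27ac bases there, and rotations gave 20.9% on average and 18.7% at least. The observed share was 0.0293 of the rotated mean in the custom set and 0.0331 in annotated genes with 200 bp on each side. Among class "u" loci, 42 carried both marks.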

The same pattern was obtained when using the standard annotated AgamP4 or our custom gene-set as anchors. 

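Along annotated genes, H3K27ac was densest at the gene start and fell toward the end, while H3K27me3 varied less. Of the 4852 genes with H3K27ac, 77.8% were inside a peak just downstream of the transcription start and 25.2% at the gene end. Of the 3773 genes with H3K27me3, 67.6% were inside a peak at the start, 70.1% at 45% of the gene length and 56.1% at the end. The 2674 H3K27ac peaks with a midpoint within 1000 bp of the nearest start had it on the transcribed side in 75.5% of cases (interval 73.8 to 77.1%), at a median of 326.5 bp downstream. H3K27me3 midpoints near a start were also mostly downstream, 901 of 1374 (65.6%, interval 63.0 to 68.0%). The median share of the gene body under peaks was 42.9% (interval 41.6 to 44.4%) for H3K27ac and 81.1% (interval 79.0 to 83.7%) for H3K27me3. The medians were lower in long genes, at 21.7% and 35.6% in genes of 10000 to 50000 bp. The marks were called by different programs, and SICER joins windows across gaps of 600 bp, so these contrasts cannot tell mark from caller.

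**Figure D2:**
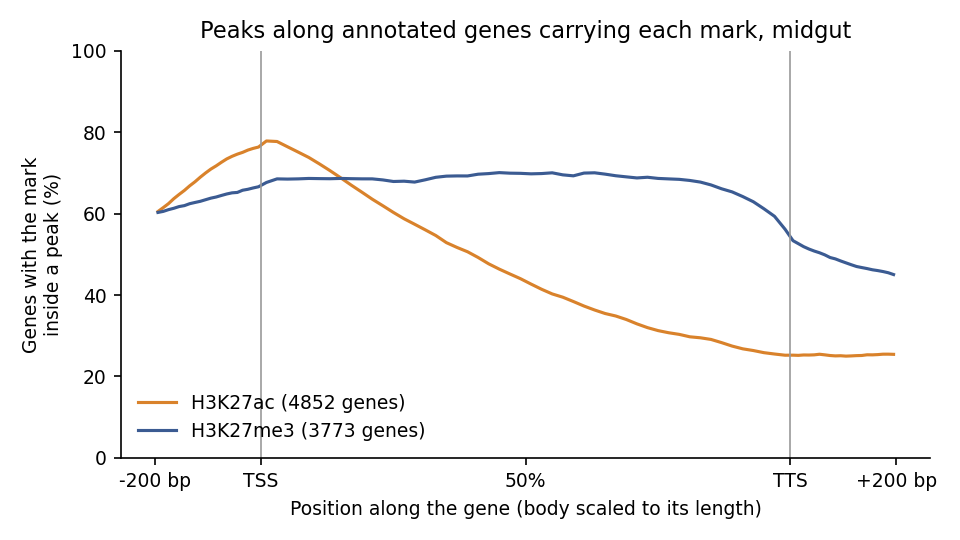
Percentage of annotated genes carrying each mark that lie inside a peak of it (vertical axis) at each position from 200 bp upstream of the transcription start (TSS) to 200 bp downstream of the gene end (TTS), with gene bodies scaled to one length (horizontal axis). The H3K27ac line falls from 77.8% to 25.2% along the body, and the H3K27me3 line peaks at 70.1%.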

When examining the average histone modification profiles across the gene regions, results show peak maxima of H3K27ac downstream of the TSSs of genes (Figure 2B), whereas H3K27me3 tends to occupy broader regions that cover the entire body of genes (Figure 2A). K-means clustering of ChIP-seq data resulted in the classification of genomic regions into three clusters based on their H3K27me3 mean enrichment profiles. Cluster 1 genes, (C1: 12,913 genes) are depleted of H3K27me3 and contain high levels of H3K27ac. This cluster may correspond to genes that are highly transcribed. Cluster 3 genes (C3: 2021 genes) contain high levels of H3K27me3 and they are depleted of H3K27ac. Genes in this cluster probably correspond to Polycomb-silenced genes in *Drosophila*. Interestingly, a third gene cluster identified based on H3K27me3 levels, cluster 2 (C2: 11,976 genes) contains intermediate levels of H3K27me3 and are also generally depleted of H3K27ac but not as dramatically as genes in C3 (Figure 2D). Pairwise comparisons between clusters revealed significant differences in mean enrichment values for genes marked with H3K27ac (C1 = 0.320 ± 0.013, C2 = −0.100 ± 0.004, C3 = −0.198 ± 0.007; Kruskal-Wallis, all *p*-values < 0.001), or H3K27me3 (C1 = −1.281 ± 0.005, C2 = −0.017 ± 0.004, C3 = 2.525 ± 0.033; Kruskal-Wallis, all *p*-values < 0.001; Mean values of ChIP enrichment by gene, normalized and input subtracted). It is also noticeable from the heatmaps that at regions where H3K27me3 localize at high levels, the signal often expands toward the 3 and 5′ end of the genes covering most of the flanking region. Likewise, a closer look at genes marked with H3K27ac reveals two sets of genes based on the distribution across the region: genes that have this histone modification at the promoter and coding region and a second group of intermediate enrichment where this mark is centered on promoters (Figure 2B).

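H3K27me3 often ran past the ends of the genes it covered. DEF3 and DEF5, neighbouring defensin genes on 2L from 44247303 to 44247506 and from 44248847 to 44249053, lay whole inside an H3K27me3 peak of 8599 bp. LRIM1, a leucine-rich repeat protein of the complement-like pathway, on 2L from 30329656 to 30331296, lay whole inside a peak of 1799 bp. At least 90% of the body was under H3K27me3 in 1595 genes, and in 929 of them (58.2%) the 200 bp on both sides were fully covered too. Flanks of 1000 bp were covered on both sides in 509 (31.9%), and flanks of 5000 bp in 100 (6.27%). Among the 878 genes covered to the same extent by H3K27ac, both flanks were covered in 412 at 200 bp, in 133 (15.1%) at 1000 bp and in 1 at 5000 bp. The H3K27me3 caller worked in windows of 200 bp and bridged gaps of 600 bp, so this contrast cannot tell mark from caller.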

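Genes with H3K27ac fell into groups by where the mark lay. LANB2, the laminin gamma chain gene on 2L from 48472475 to 48483780, had the mark at its promoter and over 96.4% of its body, and IAP2 on 3L from 21109736 to 21110657 lay whole inside a peak. In CASPAR, an inhibitor of the IMD pathway on 2L from 32629209 to 32636262, the mark was at the promoter and over 42.2% of the body, and in IAP7 it was at the promoter and over 13.6%. Promoter and at least 50% of the body were marked in 1923 genes (39.6%), which had a median length of 1754 bp. Promoter and a smaller part of the body were marked in 2201 genes (45.4%), with a median length of 5660 bp. The other 728 (15.0%) had the mark away from the promoter, as did EcR (AGAP012211), the ecdysone receptor gene, with 8.95% of its body covered. The groups thus differ in gene length as well as in the place of the mark.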

**Figure 2:**
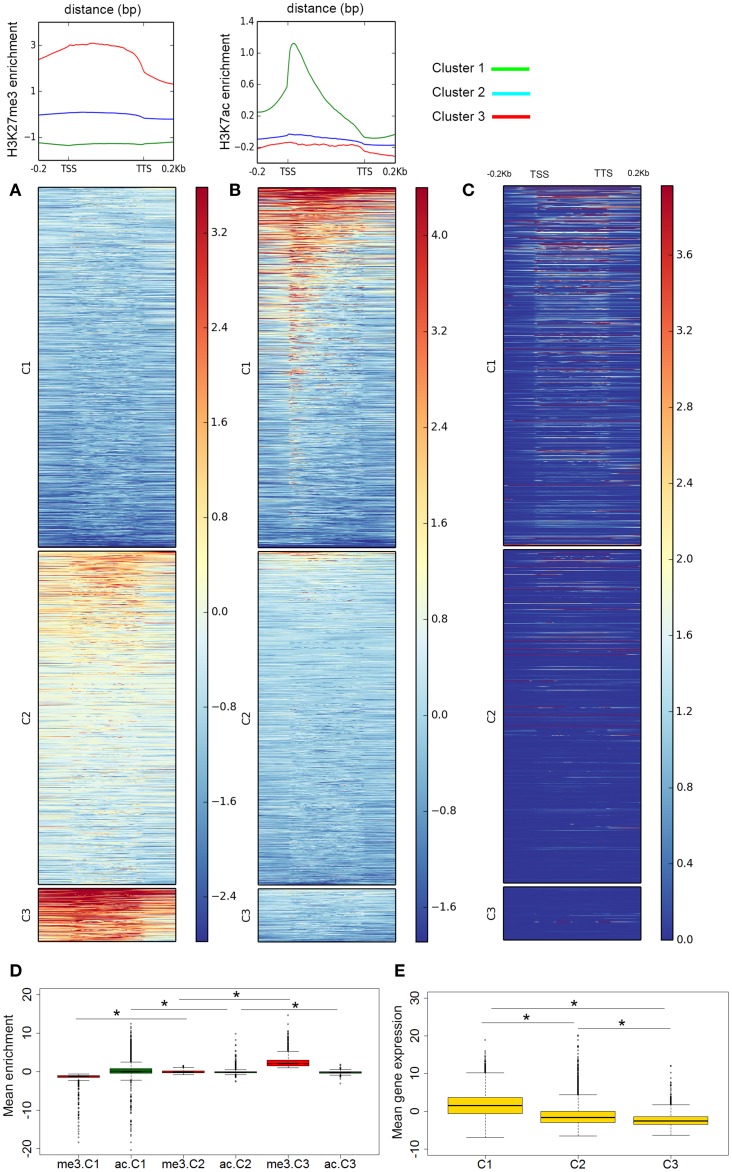
**Genome-wide distribution of histone modifications**. Distribution of **(A)** H3K27me3 and **(B)** H3K27ac with respect to gene features in *A. gambiae* midguts. The enrichment or depletion is shown relative to chromatin input. The regions in the map comprise gene bodies flanked by a segment of 200 bp at the 5′ end of TSSs and TTSs. Average profiles across gene regions ±200 bp for each histone modification are shown on top. **(C)** Heatmap of RNA-seq data showing the level gene expression, as read count, profiled along the region. In all heatmaps **(A–C)** genes were organized into 3 clusters based on their level of H3K27me3. For H3K27ac, cluster genes are ordered by descent but independent to H3K27me3. The color bars indicate the range of intensities based on ChIP enrichment, from red to blues for higher to low enrichment values. Boxplots showing the mean enrichment of H3K27ac and H3K27me3 by cluster **(D)**, and mean level of gene expression by gene cluster **(E)**. Significant pairwise comparisons are indicated by asterisks (see text).

We next asked how these various histone modification profiles relate to the transcriptional status of genes. Considering genes, annotated and novel, that intersect with H3K27ac and H3K27me peaks, we found significant differences in gene expression between genes containing each of these two histone modification (Kruskal-Wallis chi-squared = 7138.69, *df* = 1, *p*-value = 0). Comparison of histone modification maps and gene expression genome-wide reveals a preferential localization of H3K27ac in active genes and promoters whereas genes that are marked with H3K27me3 are silent or are transcribed at low levels (Figure 2C). Indeed, this gene expression pattern is also true in quantitative terms when considering the gene clusters defined based on the levels of enrichment or depletion of histone PTMs (C1: 1.60 ± 0.029, C2: −1.22 ± 0.03, C3: −2.18 ± 0.05; Kruskal-Wallis chi-squared C1–C2 = 4646.224, *df* = 1; C2–C3 = 238.38, *df* = 1; C1–C3 = 2097.31, *df* = 1, all *p*-values < 0.001; Mean gene expression by gene are calculated based on the log2 of FPKM values) (Figure 2E).

### Functional annotation of histone modification profiles

Genes clustered based on their histone modification profile, either marked with H3K27ac or H3K27me3, were assigned to GO accession numbers and classified into functional categories under three major classes (biological process, cellular component, and molecular function). We found multiple GO categories associated with each cluster (Table S2). Genes enriched in either H3K27ac or H3K27me3, were assigned to multiple different KEGG pathways. Of these, pathways involved in metabolism of amino acids and signaling pathways were top ranked hits for genes marked with H3K27ac or H3K27me3 (Figure S2). The genes associated to each histone PTM (see Figure 2 for cluster names) also differ in the relative enrichment of GO terms (Figure 3, *p* < 0.05). Particularly, genes in cluster 1, highly enriched in H3K27ac, and cluster 2, containing intermediate levels of H3K27ac and H3K27me3, display a significant differential enrichment in GO terms associated with metabolic processes, immune, and signaling pathways. This is in marked contrast with genes in cluster 3, which display differential enrichment in GO terms related to membrane transporters and developmental processes (Figure 3, Table S2). 

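The region of 205000 bp drawn in Fig. 4A around 2 Antennapedia homeotic genes on 2R was largely under H3K27me3 and held no H3K27ac peak. H3K27me3 covered 136986 bp of it (66.8%) in 14 peaks, while windows of this size on 2R had 24.7% on average. The region stood at percentile 96.05 of these windows. AGAP004659, from 59729112 to 59775876 on the minus strand, had 39.9% of its body under H3K27me3, and AGAP004660, from 59826776 to 59921675 on the minus strand, had 66.7%. Both carried the mark at a promoter. All 4 class "u" loci of the region also carried H3K27me3.

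**Figure D3:**
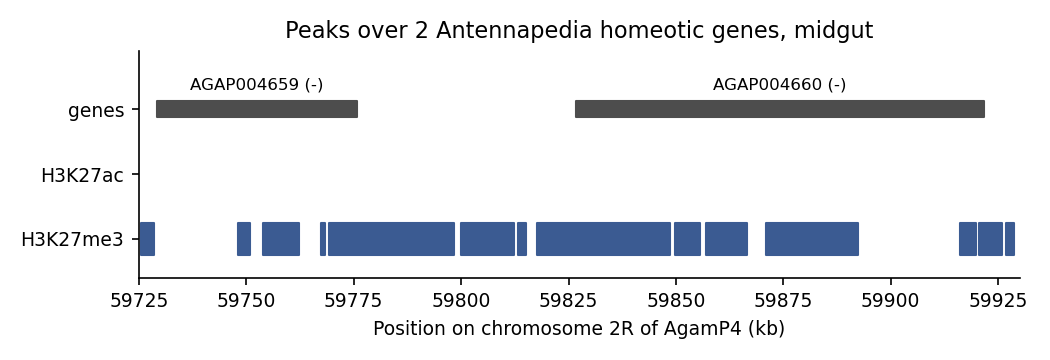
Map of the region of 2R of AgamP4 (horizontal axis, position in kb) with the bodies of AGAP004659 and AGAP004660 (gray), the H3K27ac peaks (none) and the H3K27me3 peaks (blue) in midgut. Other genes and loci of the region are not drawn.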

One classic example of developmental genes that fall into this category and are associated with Polycomb and H3K27me3 domains in *Drosophila* are the homeobox genes (Schwartz et al., 2006) (Figure 4A, GO:0005634 Table S2). We then asked whether there is an association between the GO terms retrieved for genes differentially marked with H3K27ac and H3K27me3, and GO terms that have been linked to malaria infection and mosquito resistance to insecticides (Table S3). Interestingly, genes marked with these two histone modification marks include immunity related genes such as Toll, Immune Deficiency (IMD) and Janus kinase/signal transducers and activators of transcription (JAK/STAT) pathways; antimicrobial effectors such as defensins and cepropins; and metabolic genes such as the Vitellogenin gene. 

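Among the immune genes of Table S3, H3K27me3 lay on 7 of 9 prophenoloxidase genes, whose products start melanization, and H3K27ac on none of them. Random lists of genes of the same lengths had H3K27me3 in 24.8% of genes on average, and the prophenoloxidases stood at percentile 99.9. Defensins, which are antimicrobial peptides, carried H3K27me3 in 3 of 5 genes (DEF1, DEF3 and DEF5) and H3K27ac in DEF2, and DEF4 had neither. The cecropins, also antimicrobial peptides, carried each mark in 2 of 4 genes. For signalling in the Toll and IMD pathways, CACTUS, CASPAR and REL2 carried H3K27ac, and REL1 carried neither mark. H3K27ac also lay on 4 of 7 inhibitors of apoptosis, and H3K27me3 on IAP8 alone. C-type lectins carried H3K27me3 in 4 of 9 genes and H3K27ac in CTL3 and CTL6. CTL5, CTL6 and CTL7 rest on class "j" models, and Table S3 gives CTL6 no mark. Of the complement-like genes, APL1C and LRIM1 carried H3K27me3, and APL1A, APL1B and TEP1 no mark. For the other families the percentiles were 97.6 for H3K27me3 on defensins, 91.1 for H3K27ac on inhibitors of apoptosis, 89.2 for H3K27ac and 87.7 for H3K27me3 on cecropins, 84.0 for H3K27ac on the signalling genes, 76.9 for H3K27me3 on complement-like genes and 65.2 for H3K27me3 on C-type lectins. Low percentiles stood beside H3K27ac on prophenoloxidases (0.64) and complement-like genes (4.51) and beside H3K27me3 on the signalling genes (6.92, and 12.8 among lists not matched on length). With stricter peaks of both marks, these percentiles among lists matched on length were 1.4, 7.6 and 10.6. No test compared the families with each other. Vg, the vitellogenin gene for the egg yolk protein, on 2R from 51786017 to 51792488, had 81.7% of its body under H3K27me3. The families were grouped after the marks in Table S3 had been seen, that table rests on these same libraries, and neighbouring members can share a peak (3 marked defensins, 2 peaks). With H3K27me3 peaks of 2000 bp or longer, this mark lay on 33.3% of the prophenoloxidases, against 20.3% in random lists (percentile 82). It lay on 40% of the defensins, against 12.8% (percentile 92.9), and on 25% of the cecropins, against 15.0% (percentile 70.8). The C-type lectins kept 44.4%, against 30.4% (percentile 81.4). The inhibitors of apoptosis and the complement-like genes then had 0%. The peaks of PPO6, PPO9 and IAP8, listed at 1999 bp, just missed the cutoff of 2000 bp. The stricter values for prophenoloxidases and inhibitors of apoptosis thus depend on where the cutoff falls.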

Examples of histone modification profiles of two of these candidate genes, which are significantly associated with enriched GO terms, are shown in Figure 4B, and the histone modification profiles for each candidate gene examined are shown in Table S3.

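REL2 and Dscam carried different marks. REL2 (AGAP006747), the NF-kappaB factor of the IMD pathway, lies on 2L from 37733113 to 37744769 on the minus strand, and H3K27ac covered 16.7% of its body near the promoter, with no H3K27me3 peak. Dscam (AGAP007092), a cell adhesion receptor with many splice forms, lies on 2L from 42526483 to 42543749 on the plus strand. It had 33.6% of its body under 2 H3K27me3 peaks away from its promoter, and no H3K27ac. Within gene clusters, neighbours also differed. Of 6 prophenoloxidase genes on 2L between 7441521 and 7505945, PPO8, PPO6, PPO9, PPO7 and PPO4 each had an H3K27me3 peak and PPO3 had none. Of these peaks, only that of PPO8 (2199 bp) reached the stricter length of 2000 bp. Those of PPO6 and PPO9, at 1999 bp, just missed it. Among 5 carboxypeptidase B genes on 2L between 28239196 and 28266108, AGAP006206, AGAP006207 and AGAP006209 carried H3K27ac, AGAP006210 carried H3K27me3 and AGAP006208 neither. Some of these peaks were weak, so presence or absence can depend on the cutoff. The H3K27ac peaks at AGAP006206 and AGAP006207 scored 57.3 and 110, where the lowest score was 50.02 and the median 244. The H3K27me3 peak at AGAP006210 scored 144, against a median of 248. On X, CEC2 (12437473 to 12438077) lay inside an H3K27me3 peak, CEC1 (12440533 to 12441132) inside an H3K27ac peak, and CEC3 (12442174 to 12442986) inside that same H3K27ac peak with an H3K27me3 peak of 799 bp, with a score of 107, over part of its body.

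**Figure D4:**
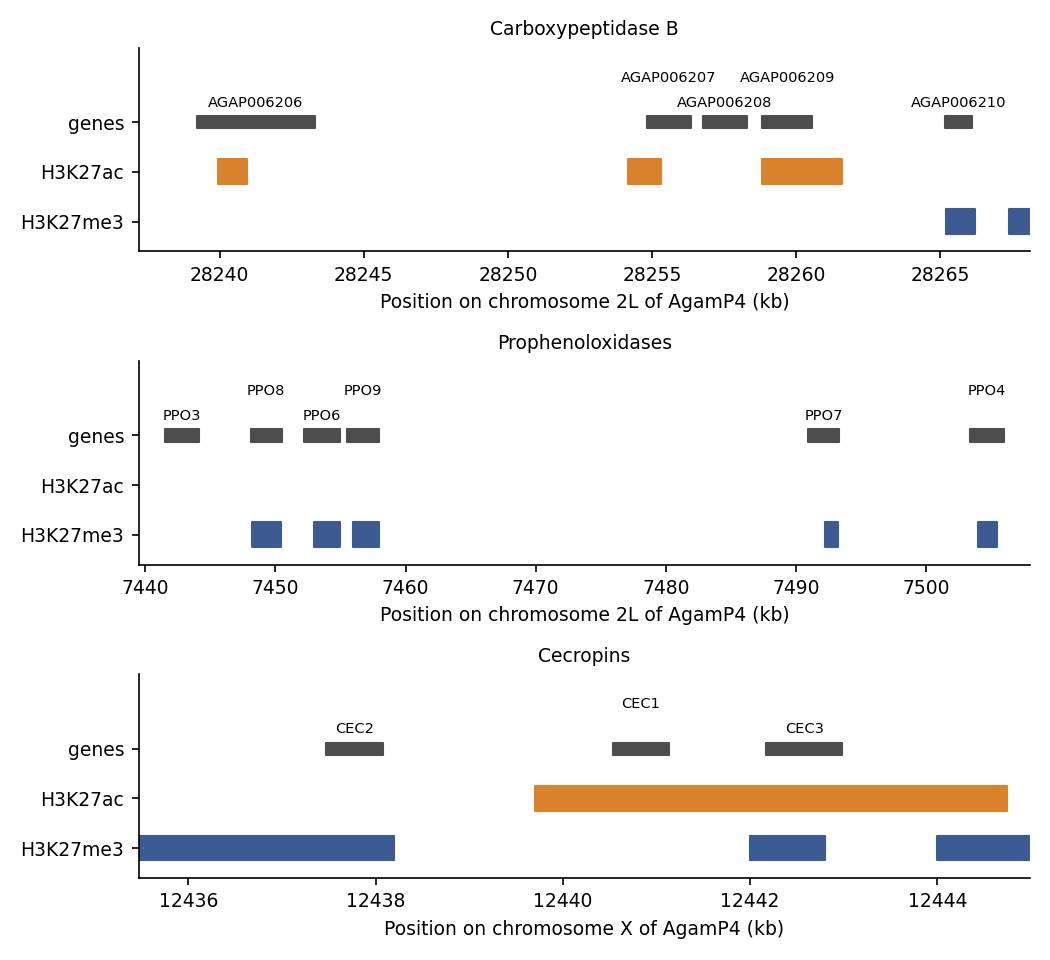
Maps of 3 gene clusters of AgamP4 (horizontal axes, kb) with the genes of Table S3 (gray), H3K27ac peaks (orange) and H3K27me3 peaks (blue) in midgut. Other genes between them are not drawn, and the prophenoloxidase cluster on 2L holds no H3K27ac peak.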

**Figure 3:**
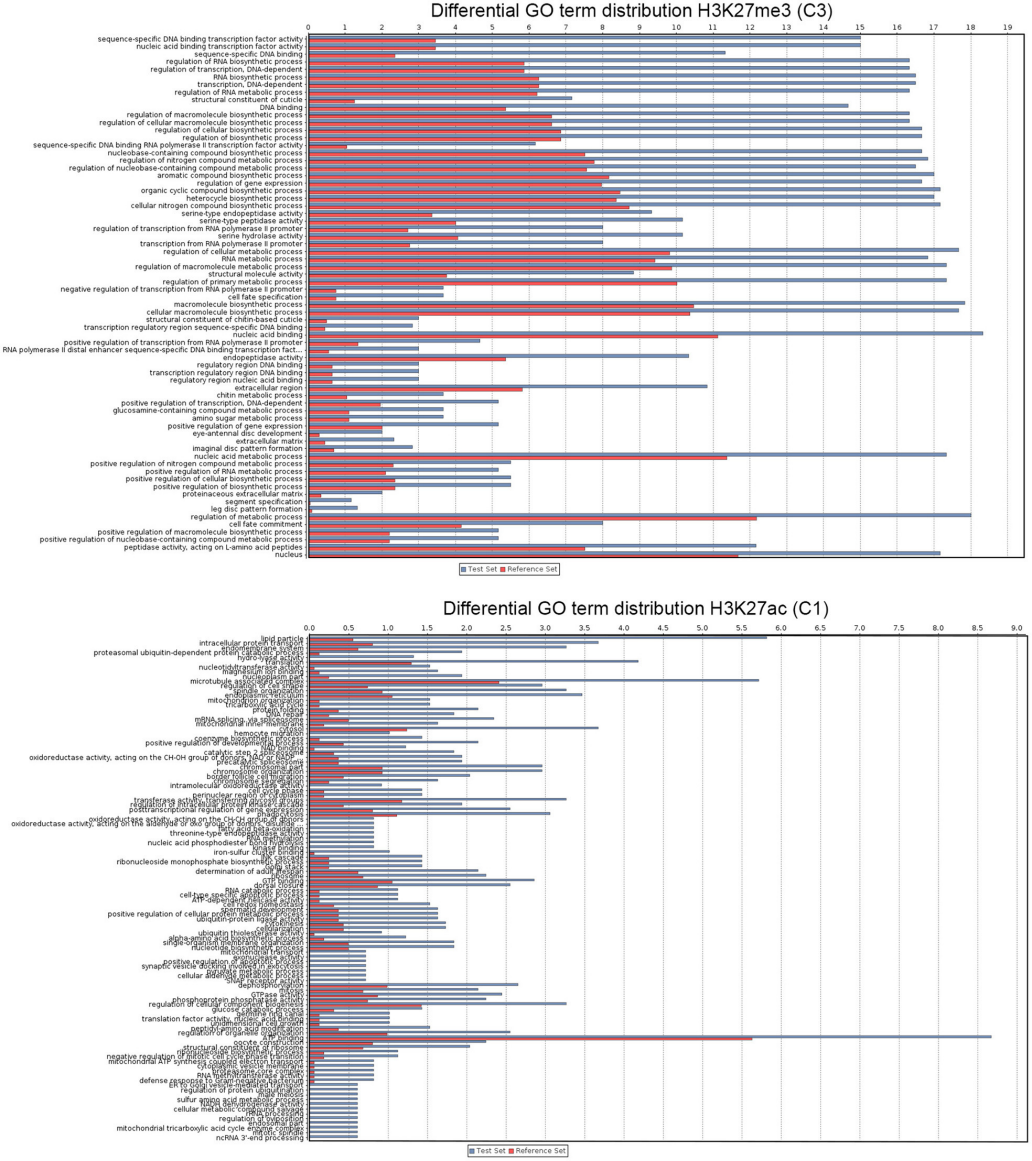
**Functional analysis of *A. gambiae* genes**. The graphs show GO terms significantly associated with genes that show significant enrichment or depletion of H3K27ac and H3K27me3 at high levels (see Figure 2). Bars corresponds to number of sequences associated with each GO term. In the case of genes marked with H3K27ac from cluster 1 due to the number of records only most significant GO terms are shown (see Table S2 for the complete list).

**Figure 4:**
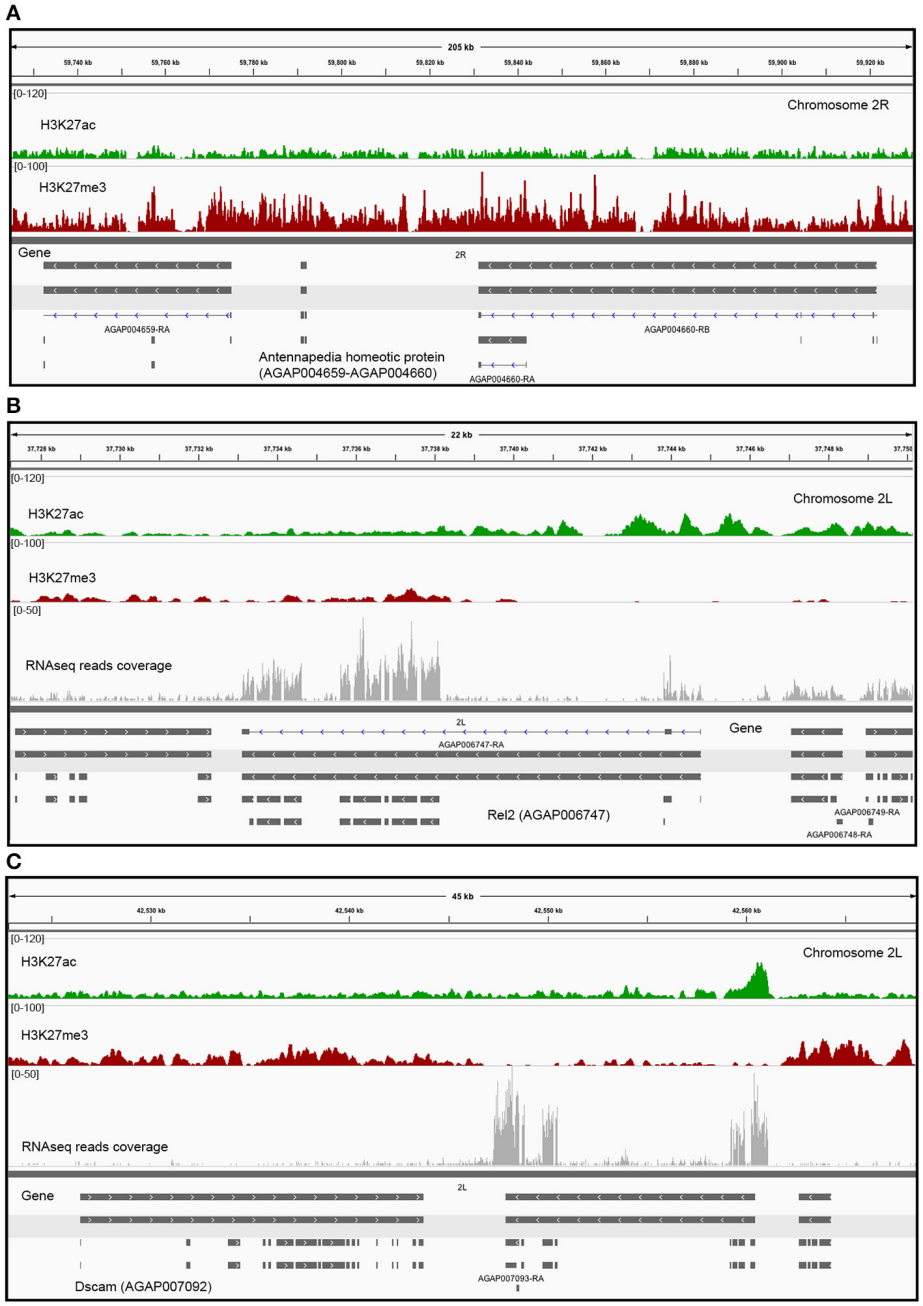
**Histone modification levels in selected genes. (A)** Enrichment profile of histone PTMs in two *Hox* genes of *A. gambiae* (Antennapedia homeotic proteins, AGAP004659-AGAP004660). These are classic examples of *Drosophila* developmental genes where H3K27me3 is highly enriched and distributed in large domains that encompass both genic and intergenic regions in cells where the *Antennapedia* gene is silenced. Examples of various histone modification profiles, based on the level of enrichment or depletion in H3K27ac or H3K27me3, in two candidate genes: **(B)** *Rel2* (AGAP006747, GO:0005515), and **(C)** *Dscam* (AGAP007092, GO: GO:0005515) (Tables S2, S3). The scale of the tracks is proportional to the number of sequencing reads for each histone modification. Gene expression in terms number of RNA reads mapped to each gene is also displayed.

## Discussion

Changes in chromatin state play an important role in a number of biological processes, including responses to stress and environmental conditions. In organisms like *Drosophila* that lack DNA methylation, post-translational modifications of histones are an important layer of gene regulation (Bonasio et al., 2010; Bannister and Kouzarides, 2011). However, chromatin maps and the dynamics of epigenetic control in mosquitoes have remained to date unexplored. In order to fill this gap we describe genome-wide maps of two histone modifications with key roles in gene regulation, H3K27ac and H3K27me3. To establish a link with gene expression, we then correlate the presence of these modifications in specific genes with their transcriptional state in midguts and salivary glands of *A. gambiae* females.

In *Drosophila*, various combinations of active and repressive histone marks have been found to be associated with distinct chromatin functional states (Filion et al., 2010; Roy et al., 2010; Kharchenko et al., 2011; Negre et al., 2011; Yin et al., 2011). Two of these histone modifications that display contrasting distribution patterns and regulatory functions include acetylation and methylation of lysine 27 of histone 3. Previous studies have shown that H3K27ac is typically enriched at enhancers, TSSs and coding regions of active genes, whereas H3K27me3 localizes to repressed loci (Tolhuis et al., 2006; Kharchenko et al., 2011; Kellner et al., 2012; Van Bortle et al., 2012; Brown and Bachtrog, in press). Results described here for the mosquito *A. gambiae* agree with these observations and suggest a close association between the presence of H3K27ac and H3K27me3, and the transcriptional state of genes.

Genome-wide histone maps in *A. gambiae* reveal that H3K27ac and H3K27me3 cover approximately 6 and 14% of the genome, respectively. These two genome fractions do not overlap and there is a mutually exclusive pattern of enrichment at most genes: H3K27me3-containing promoters and genes show no enrichment for H3K27ac, and, reciprocally, those containing H3K27ac are not enriched for H3K27me3 (Figure 2). This is in agreement with previous studies in *Drosophila*, and supports the notion that these two histone modifications also have opposite biological functions in mosquitoes. 

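Fewer promoters than whole genes carried both marks. A promoter is a shorter window than most genes, and no other window of its length was compared. Within 200 bp of the transcription start, 4078 genes had H3K27ac alone, 2749 had H3K27me3 alone and 46 (0.351%) had both, against 880 if the marks fell on promoters independently. Over the genome, 0.735% of the H3K27ac bases were inside H3K27me3 peaks, and none of the 1000 rotations was as low, the lowest giving 19.3%. Rotation gave 31.0 times as many shared bases as observed on average. On the placed chromosomes the share ran from 0.551% on 2L to 0.988% on 3R, with 0.951% on X, and it was 1.17% on UNKN. From the separation of the marks at genes, and from earlier studies in Drosophila, the paper proposes that the 2 marks have opposite functions in mosquitoes. The paper also relates both marks to gene expression, which was not analysed here.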

Despite a general mutual exclusive pattern in the distribution of methylated and acetylated H3K27 sites, we found some regions of overlap, including both genic and intergenic regions. 

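Shared sequence was found at 157 segments, 129017 bp in all, with a median of 607 bp. The most shared bases in an annotated gene were in a gene on 3R from 37552057 to 37566571, which lay whole under H3K27me3 and had 81.7% of its body under H3K27ac, with 11862 bp under both. A gene on 2R from 11826645 to 11833167, whose model is of class "j", had 6355 bp under both, and a gene on 2R from 4128479 to 4139224 had 2849 bp. The files give identifiers but no symbols for these genes. Of the shared bases, 65.9% were in annotated gene bodies and 25.5% lay outside every assembled locus. In all, 154 H3K27ac peaks (2.32%) touched 152 H3K27me3 peaks (1.17%), and 30 genes had shared bases at a promoter. The touching H3K27ac peaks had a median score of 188, against 246 for the others.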

A possible explanation for this pattern would be promoter bivalency, which occurs when gene promoters contain both active and repressive modifications. These promoters are considered poised for activation (or repression) at a later stage. But this pattern has been described in the context of differentiating cells or during development (Creyghton et al., 2010), and is restricted in principle to promoters containing activating histone H3K4me3 and repressive H3K27me3 marks, not H3K27ac (Voigt et al., 2013). Alternatively, the presence of the two histone modifications can be the result of heterogeneous enrichments across cells as it has been recently been shown using single-cell ChIP-seq technologies (Wang and Bodovitz, 2010). In the case of intergenic regions, co-localization of H3K27ac and H3K27me3 has been associated with the presence of enhancer elements (Creyghton et al., 2010). To validate this hypothesis in mosquitoes it would be necessary to map other histone modifications such as H3K4me1 that are diagnostic for this type of regulatory elements (Visel et al., 2009; Zhu et al., 2013).

The combined analysis of ChIP-seq and RNA-seq data in midgut cells of *A. gambiae* supports a relationship between transcription levels and profiles of histone PTMs. We find that the presence of H3K27ac coincides with actively transcribed genes, whereas H3K27me3 is mostly associated with clusters of repressed genes that show low levels of transcription. Our analyses also suggest that enrichment or depletion of H3K27ac and H3K27me3 correlates not only with the transcriptional state of genes but also with the magnitude of their expression or silencing, which is in agreement with earlier studies in *Drosophila* (Negre et al., 2011). For example, in flies and mammals it has been shown that H3K27me3 can form domains that can expand 100 kb or more and covers blocks of silent genes and intergenic regions, and expressed genes that are preferentially located in regions immediately flanking H3K27me3 BLOCs (Pauler et al., 2009; Young et al., 2011; Hou et al., 2012). Many of these domains can also contain Polycomb (Schwartz et al., 2006; Tolhuis et al., 2006; Schuettengruber et al., 2009). In this study, Polycomb-containing genes would correspond to those of cluster 3 in Figure 2. One example of this type is the *Hox* genes of *Drosophila*, which are active in embryonic and larval stages of the life of this organism. These *Hox* genes have their homologous in mosquitoes and they display a pattern of H3K27me3 enrichment as broad peak blocks in differentiated cells of the midgut (Figure 4). It has been shown in *Drosophila* that H3K27me3 can be also be present in genes in euchromatic regions as focal peaks, rather than in domains, where there is a dynamic turnover between active and repressive histone marks and where these marks participate in the fine tuning of transcription (Riddle et al., 2011; Young et al., 2011). 

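Over the 2 homeotic genes, H3K27me3 formed blocks separated by gaps. A block of 30999 bp from 59817601 to 59848599 on 2R covered the end of AGAP004660 and sequence beyond it, and a block of 21399 bp from 59871001 to 59892399 lay inside the gene. Peaks of 3599 and 5399 bp stood near its start. AGAP004659 was entered at its start by a block of 29199 bp from 59769201 to 59798399, which continued into the sequence between the genes, and had a further peak of 8199 bp inside. The scores of the blocks of 29199 and 30999 bp were 4104 and 4053, while the median over all H3K27me3 peaks was 248.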

In the case of *A. gambiae* such a distribution pattern would correspond to genes of cluster 2, which show intermediate levels of H3K27ac and H3K27me3 and medium to low transcription (Figure 2). Finally, genes containing H3K27ac show different enrichment levels in this histone PTM. Particularly interesting is the finding of a subset of genes that have this modification only at promoters and show intermediate levels of transcription, suggesting that RNA Polymerase II may be paused at these regions (Figure 2). This has been previously reported by ChIP-seq studies in flies and mammals that mapped RNA-polymerase binding patterns in association with various histone PTMs and regulatory elements genome-wide (Negre et al., 2011; Adelman and Lis, 2012). These findings together support the conclusion that mechanisms of regulation of chromatin structure and function have been conserved between *Anopheles* and *Drosophila*.

The functional analysis of genes differentially enriched in histone PTMs further supports the idea that histone modification profiles correlate with gene expression in *A. gambiae*. This finding, and the similarities found with the mechanisms of epigenetic regulation described in *Drosophila*, has potentially important implications in the context of infection and the response of mosquitoes to environmental stresses. We further explored this issue by examining the enrichment in H3K27 PTMs and the transcriptional status of a set of target genes that have been previously shown to be up-regulated in response to malaria infection as well as genes involved in insecticide resistance (referenced in Table S3). Interestingly, the majority of the candidate genes examined appear to be enriched in one of the two histone modifications, and most fall within clusters 1 and 2, which suggests that they are in a dynamic on/off switch for transcriptional regulation (Table S3).

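Of the 66 candidate genes of Table S3, 46 carried at least 1 mark, while 35 did at promoters alone and 32 with stricter peaks of both marks. H3K27ac alone lay on 19, H3K27me3 alone on 25, both on CEC3 and CTL6, and neither on 20. Table S3 gives CTL6 and HPX15 no mark. Both rest here on class "j" models, and that of CTL6 spans 90079 bp. Among all 13102 annotated genes, 37.5% carried neither mark, so most genes at large were marked too. In the groups of Fig. 2 that Table S3 gives, 18 of the 26 genes of cluster 1 carried H3K27ac, 20 of the 35 of cluster 2 carried H3K27me3, and so did all 5 of cluster 3 (CPB AGAP006210, CTL5, DEF1, IAP8 and Vg). The paper formed these clusters from H3K27me3 enrichment in the same library, so H3K27me3 peaks in cluster 3 are no separate evidence. The 60 genes of mosquito-pathogen interactions carried H3K27me3 in 41.7% of cases (interval 30.1 to 54.3%), against 29.8% in random lists of the same gene lengths (percentile 97.7), and H3K27ac in 33.3% (percentile 26.3). Of the 6 insecticide resistance genes, CYP6AK1 carried H3K27ac, ACE1 and Kdr carried H3K27me3, and 3 carried neither. The study chose these genes and their marks come from these libraries, so they are not independent evidence, and with stricter peaks the H3K27me3 share of the first list was 23.3%, against 23.6% in random lists of the same gene lengths (percentile 49.7). For the insecticide resistance genes, H3K27ac was then on 0%, and with promoters alone both marks were on 0%. In the first list, the longest H3K27me3 peaks of IAP8, NOS (AGAP008255), PPO6 and PPO9 were 1999 bp. They just missed the stricter cutoff of 2000 bp, so the stricter H3K27me3 share of that list depends on where the cutoff falls.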

One limitation of epigenomic studies in non-model organisms is the availability of fully annotated genomes that allow high resolution mapping of epigenetic modifications and regulatory elements to their target genes. This is clearly illustrated in this study, and may be one of the reasons why analysis of epigenetic modifications has remained unexplored in mosquitoes. The analysis of the *A. gambiae* transcriptome in midguts and salivary glands using RNA-seq resulted in the identification of several thousand novel transcripts. The high discovery rate is not surprising considering that the majority of transcriptome studies carried out to date in *A. gambiae* have employed microarrays (Baker et al., 2011; Maccallum et al., 2011). It is important to note that a large fraction of regions enriched for H3K27ac and H3K27me3 map to non-annotated genes. 

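Of the 13967 class "u" loci on the chromosomes of Table 2, 1810 (13.0%, interval 12.4 to 13.5%) overlapped H3K27ac and 3274 (23.4%, interval 22.7 to 24.2%) overlapped H3K27me3. The longest H3K27ac overlap was in a locus of 4 exons on 2R from 20090016 to 20215981, with 22933 bp under peaks. An unspliced locus on 2L from 35567735 to 35582827 was covered almost whole, at 99.9%. The longest H3K27me3 overlap, 78689 bp, was in a locus of 3 exons on 3R from 42237899 to 42347754. A locus on 3L from 40921886 to 40964408 had 93.6% of its length under H3K27me3. Spliced class "u" loci carried H3K27ac in 29.8% and H3K27me3 in 31.4% of 516 cases, and unspliced ones in 12.3% and 23.1% of 13451. The 2 kinds were not matched on length, so this contrast cannot tell splicing from length. In annotated genes, H3K27ac rose from 17.9% below 1000 bp to 52.5% at 50000 bp or more, and H3K27me3 from 20.1% to 73.5%. For all class "u" loci, rotations gave 9.29% for H3K27ac, 10.5% at most, and from 22.7 to 28.0% for H3K27me3, a range that holds the observed share, and 8925 loci (63.9%) carried neither mark.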

The differential enrichment in histone modification marks and tissue specific signatures of transcription at these genes can be important in predicting potential targets in the response of *A. gambiae* to pathogens and environmental stressors.

## Conclusions and future directions

Here we present an integrative approach that combines genome-wide profiling of histone modifications and gene expression that allows the functional interpretation of chromatin modifications as well as *de novo* prediction of regulatory elements and genes. Results support a link between changes in histone modification profiles and transcription levels in *A. gambiae*, and this includes genes that have been previously identified as having important roles in the epidemiology and control of malaria transmission. The patterns obtained are similar to those previously described in *Drosophila*, suggesting the existence of common mechanisms of chromatin regulation in *A. gambiae*. These findings open new opportunities to study the dynamics of chromatin states including other histone PTMs in various developmental stages and environmental conditions (i.e., infection or exposure to insecticides) as well as the mechanisms by which these states are controlled by regulatory elements such as enhancers and insulators.

## Data access

ChIP-seq and RNA-seq raw data as well as processed data (wig, bed, FPKM values and GTF files) are deposited in GEO database under accession number GSE59773.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary material

Figure S1 **Fingerprint plot that shows the distribution of reads, as the cumulative sum of read counts in 10 bp window bins, for H3K27ac, H3K27me3, and input samples**. A tight diagonal is expected when reads are equally distributed across the genome, as is the case for the input, whereas the curve becomes more pronounced as the degree of enrichment increases and is more localized in the ChIPs relative to the control sample.

Figure S2 **Piecharts that show the number of sequences assigned to KEGG pathways for each histone modification gene cluster (see text, Figure 2)**.

## References

[B1] AdelmanK.LisJ. T. (2012). Promoter-proximal pausing of RNA polymerase II: emerging roles in metazoans. Nat. Rev. Genet. 13, 720–731 10.1038/nrg329322986266PMC3552498

[B2] BakerD.NolanT.FischerB.PinderA.CrisantiA.RussellS. (2011). A comprehensive gene expression atlas of sex- and tissue-specificity in the malaria vector, Anopheles gambiae. BMC Genomics 12:296 10.1186/1471-2164-12-29621649883PMC3129592

[B3] BannisterA. J.KouzaridesT. (2011). Regulation of chromatin by histone modifications. Cell Res. 21, 381–395 10.1038/cr.2011.2221321607PMC3193420

[B4] BlandinS. A.MaroisE.LevashinaE. A. (2008). Antimalarial responses in *Anopheles gambiae*: from a complement-like protein to a complement-like pathway. Cell Host Microbe 3, 364–374 10.1016/j.chom.2008.05.00718541213

[B5] BonasioR.TuS.ReinbergD. (2010). Molecular signals of epigenetic states. Science 330, 612–616 10.1126/science.119107821030644PMC3772643

[B6] BondurianskyR.DayT. (2009). Non-genetic inheritance and its evolutionary implications. Annu. Rev. Ecol. Evol. Syst. 40, 103–125 10.1146/annurev.ecolsys.39.110707.173441

[B7] BowmanS.SimonM.DeatonA.TolstorukovM.BorowskyM.KingstonR. (2013). Multiplexed Illumina sequencing libraries from picogram quantities of DNA. BMC Genomics 14:466 10.1186/1471-2164-14-46623837789PMC3711846

[B8] BrownE. J.BachtrogD. (in press). The chromatin landscape of Drosophila: comparisons between species, sexes, and chromosomes. Genome Res. 10.1101/gr.172155.11424840603PMC4079968

[B9] ChengC.YanK.-K.YipK. Y.RozowskyJ.AlexanderR.ShouC. (2011). A statistical framework for modeling gene expression using chromatin features and application to modENCODE datasets. Genome Biol. 12:R15 10.1186/gb-2011-12-2-r1521324173PMC3188797

[B10] CreyghtonM. P.ChengA. W.WelsteadG. G.KooistraT.CareyB. W.SteineE. J. (2010). Histone H3K27ac separates active from poised enhancers and predicts developmental state. Proc. Natl. Acad. Sci. U.S.A. 107, 21931–21936 10.1073/pnas.101607110721106759PMC3003124

[B11] DanaA. N.HongY. S.KernM. K.HillenmeyerM. E.HarkerB. W.LoboN. F. (2005). Gene expression patterns associated with blood-feeding in the malaria mosquito Anopheles gambiae. BMC Genomics 6:5 10.1186/1471-2164-6-515651988PMC546002

[B12] ErnstJ.KellisM. (2010). Discovery and characterization of chromatin states for systematic annotation of the human genome. Nat. Biotechnol. 28, 817–825 10.1038/nbt.166220657582PMC2919626

[B13] FengJ.LiuT.QinB.ZhangY.LiuX. S. (2012). Identifying ChIP-seq enrichment using MACS. Nat. Protoc. 7, 1728–1740 10.1038/nprot.2012.10122936215PMC3868217

[B14] FilionG. J.Van BemmelJ. G.BraunschweigU.TalhoutW.KindJ.WardL. D. (2010). Systematic protein location mapping reveals five principal chromatin types in *Drosophila* cells. Cell 143, 212–224 10.1016/j.cell.2010.09.00920888037PMC3119929

[B15] Gómez-DíazE.JordàM.PeinadoM. A.RiveroA. (2012). Epigenetics of host-pathogen interactions: the road ahead and the road behind. PLoS Pathog. 8:e1003007 10.1371/journal.ppat.100300723209403PMC3510240

[B16] HoeijmakersW. A.StunnenbergH. G.BartfaiR. (2012). Placing the *Plasmodium falciparum* epigenome on the map. Trends Parasitol. 28, 486–495 10.1016/j.pt.2012.08.00622999479

[B17] HoltR. A.SubramanianG. M.HalpernA.SuttonG. G.CharlabR.NusskernD. R. (2002). The genome sequence of the malaria mosquito *Anopheles gambiae*. Science 298, 129–149 10.1126/science.107618112364791

[B18] HouC.LiL.QinZ. S.CorcesV. G. (2012). Gene density, transcription, and insulators contribute to the partition of the Drosophila genome into physical domains. Mol. Cell 48, 471–484 10.1016/j.molcel.2012.08.03123041285PMC3496039

[B19] KellnerW. A.RamosE.Van BortleK.TakenakaN.CorcesV. G. (2012). Genome-wide phosphoacetylation of histone H3 at Drosophila enhancers and promoters. Genome Res. 22, 1081–1088 10.1101/gr.136929.11122508764PMC3371715

[B20] KharchenkoP. V.AlekseyenkoA. A.SchwartzY. B.MinodaA.RiddleN. C.ErnstJ. (2011). Comprehensive analysis of the chromatin landscape in *Drosophila melanogaster*. Nature 471, 480–485 10.1038/nature0972521179089PMC3109908

[B21] KoutsosA. C.BlassC.MeisterS.SchmidtS.MaccallumR. M.SoaresM. B. (2007). Life cycle transcriptome of the malaria mosquito *Anopheles gambiae* and comparison with the fruitfly *Drosophila melanogaster*. Proc. Natl. Acad. Sci. U.S.A. 104, 11304–11309 10.1073/pnas.070398810417563388PMC2040894

[B22] KouzaridesT. (2007). Chromatin modifications and their function. Cell 128, 693–705 10.1016/j.cell.2007.02.00517320507

[B23] LambrechtsL. (2010). Dissecting the genetic architecture of host–pathogen specificity. PLoS Pathog. 6:e1001019 10.1371/journal.ppat.100101920700450PMC2916863

[B24] LandtS. G.MarinovG. K.KundajeA.KheradpourP.PauliF.BatzoglouS. (2012). ChIP-seq guidelines and practices of the ENCODE and modENCODE consortia. Genome Res. 22, 1813–1831 10.1101/gr.136184.11122955991PMC3431496

[B25] LangmeadB.SalzbergS. L. (2012). Fast gapped-read alignment with Bowtie 2. Nat. Methods 9, 357–359 10.1038/nmeth.192322388286PMC3322381

[B26] MaccallumR. M.RedmondS. N.ChristophidesG. K. (2011). An expression map for *Anopheles gambiae*. BMC Genomics 12:620 10.1186/1471-2164-12-62022185628PMC3341590

[B27] MarinottiO.NguyenQ. K.CalvoE.JamesA. A.RibeiroJ. M. (2005). Microarray analysis of genes showing variable expression following a blood meal in *Anopheles gambiae*. Insect Mol. Biol. 14, 365–373 10.1111/j.1365-2583.2005.00567.x16033430

[B28] NegreN.BrownC. D.MaL.BristowC. A.MillerS. W.WagnerU. (2011). A cis-regulatory map of the Drosophila genome. Nature 471, 527–531 10.1038/nature0999021430782PMC3179250

[B29] PaulerF. M.SloaneM. A.HuangR.ReghaK.KoernerM. V.TamirI. (2009). H3K27me3 forms BLOCs over silent genes and intergenic regions and specifies a histone banding pattern on a mouse autosomal chromosome. Genome Res. 19, 221–233 10.1101/gr.080861.10819047520PMC2652204

[B30] PittsR. J.RinkerD. C.JonesP. L.RokasA.ZwiebelL. J. (2011). Transcriptome profiling of chemosensory appendages in the malaria vector *Anopheles gambiae* reveals tissue-and sex-specific signatures of odor coding. BMC Genomics 12:271 10.1186/1471-2164-12-27121619637PMC3126782

[B31] QuinlanA. R.HallI. M. (2010). BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics 26, 841–842 10.1093/bioinformatics/btq03320110278PMC2832824

[B32] RamírezF.DündarF.DiehlS.GrüningB. A.MankeT. (in press). DeepTools: a flexible platform for exploring deep-sequencing data. Nucleic Acids Res. 10.1093/nar/gku36524799436PMC4086134

[B33] RiddleN. C.MinodaA.KharchenkoP. V.AlekseyenkoA. A.SchwartzY. B.TolstorukovM. Y. (2011). Plasticity in patterns of histone modifications and chromosomal proteins in Drosophila heterochromatin. Genome Res. 21, 147–163 10.1101/gr.110098.11021177972PMC3032919

[B34] RobertsA.PimentelH.TrapnellC.PachterL. (2011). Identification of novel transcripts in annotated genomes using RNA-Seq. Bioinformatics 27, 2325–2329 10.1093/bioinformatics/btr35521697122

[B35] RobertsonG.HirstM.BainbridgeM.BilenkyM.ZhaoY.ZengT. (2007). Genome-wide profiles of STAT1 DNA association using chromatin immunoprecipitation and massively parallel sequencing. Nat. Methods 4, 651–657 10.1038/nmeth106817558387

[B36] RoyS.ErnstJ.KharchenkoP. V.KheradpourP.NegreN.EatonM. L. (2010). Identification of functional elements and regulatory circuits by Drosophila modENCODE. Science 330, 1787–1797 10.1126/science.119837421177974PMC3192495

[B37] SchuettengruberB.GanapathiM.LeblancB.PortosoM.JaschekR.TolhuisB. (2009). Functional anatomy of polycomb and trithorax chromatin landscapes in Drosophila embryos. PLoS Biol. 7:e13 10.1371/journal.pbio.100001319143474PMC2621266

[B38] SchwartzY. B.KahnT. G.NixD. A.LiX.-Y.BourgonR.BigginM. (2006). Genome-wide analysis of Polycomb targets in *Drosophila melanogaster*. Nat. Genet. 38, 700–705 10.1038/ng181716732288

[B39] SeversonD. W.BehuraS. K. (2012). Mosquito genomics: progress and challenges. Annu. Rev. Entomol. 57, 143–166 10.1146/annurev-ento-120710-10065121942845

[B40] TolhuisB.De WitE.MuijrersI.TeunissenH.TalhoutW.Van SteenselB. (2006). Genome-wide profiling of PRC1 and PRC2 Polycomb chromatin binding in *Drosophila melanogaster*. Nat. Genet. 38, 694–699 10.1038/ng179216628213

[B41] TrapnellC.PachterL.SalzbergS. L. (2009). TopHat: discovering splice junctions with RNA-Seq. Bioinformatics 25, 1105–1111 10.1093/bioinformatics/btp12019289445PMC2672628

[B42] TrapnellC.RobertsA.GoffL.PerteaG.KimD.KelleyD. R. (2012). Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. Nat. Protoc. 7, 562–578 10.1038/nprot.2012.01622383036PMC3334321

[B43] Van BortleK.RamosE.TakenakaN.YangJ.WahiJ. E.CorcesV. G. (2012). Drosophila CTCF tandemly aligns with other insulator proteins at the borders of H3K27me3 domains. Genome Res. 22, 2176–2187 10.1101/gr.136788.11122722341PMC3483547

[B44] VanniniL.Augustine DunnW.ReedT. W.WillisJ. H. (2014). Changes in transcript abundance for cuticular proteins and other genes three hours after a blood meal in *Anopheles gambiae*. Insect Biochem. Mol. Biol. 44, 33–43 10.1016/j.ibmb.2013.11.00224269292PMC3970321

[B45] ViselA.BlowM. J.LiZ.ZhangT.AkiyamaJ. A.HoltA. (2009). ChIP-seq accurately predicts tissue-specific activity of enhancers. Nature 457, 854–858 10.1038/nature0773019212405PMC2745234

[B46] VoigtP.TeeW.-W.ReinbergD. (2013). A double take on bivalent promoters. Genes Dev. 27, 1318–1338 10.1101/gad.219626.11323788621PMC3701188

[B47] WangD.BodovitzS. (2010). Single cell analysis: the new frontier in ‘omics’. Trends Biotechnol. 28, 281–290 10.1016/j.tibtech.2010.03.00220434785PMC2876223

[B48] Who. (2013). World Malaria Report: 2013. Geneva: World Health Organization

[B49] XuS.GrullonS.GeK.PengW. (2014). Spatial Clustering for Identification of ChIP-Enriched Regions (SICER) to map regions of histone methylation patterns in embryonic stem cells, in Stem Cell Transcriptional Networks, ed KidderB. L. (New York, NY: Springer), 97–111 10.1007/978-1-4939-0512-6_5PMC415284424743992

[B50] YinH.SweeneyS.RahaD.SnyderM.LinH. (2011). A high-resolution whole-genome map of key chromatin modifications in the adult *Drosophila melanogaster*. PLoS Genet. 7:e1002380 10.1371/journal.pgen.100238022194694PMC3240582

[B51] YoungM. D.WillsonT. A.WakefieldM. J.TrounsonE.HiltonD. J.BlewittM. E. (2011). ChIP-seq analysis reveals distinct H3K27me3 profiles that correlate with transcriptional activity. Nucleic Acids Res. 39, 7415–7427 10.1093/nar/gkr41621652639PMC3177187

[B52] ZangC.SchonesD. E.ZengC.CuiK.ZhaoK.PengW. (2009). A clustering approach for identification of enriched domains from histone modification ChIP-Seq data. Bioinformatics 25, 1952–1958 10.1093/bioinformatics/btp34019505939PMC2732366

[B53] ZhangY.LiuT.MeyerC. A.EeckhouteJ.JohnsonD. S.BernsteinB. E. (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biol. 9:R137 10.1186/gb-2008-9-9-r13718798982PMC2592715

[B54] ZhuY.SunL.ChenZ.WhitakerJ. W.WangT.WangW. (2013). Predicting enhancer transcription and activity from chromatin modifications. Nucleic Acids Res. 41, 10032–10043 10.1093/nar/gkt82624038352PMC3905895

# Supplementary material for: Insights into the epigenomic landscape of the human malaria vector Anopheles gambiae
**Source:** Front Genet. 2014 Aug 15;5:277. doi: 10.3389/fgene.2014.00277
**Supplement:** Supplementary file 3

Table S1. List of primers used in the qPCR-ChIP validation

| **Gene** | **VectorBase ID** | **Primer sequence (5’ to 3’)** |
| --- | --- | --- |
| *Act5C* | AGAP000651 | GGTTTTAAGCACGAAAAACTGG |
| *Act5C* | AGAP000651 | CGATCCGGAGAGGTCCTAC |
| *TER94* | AGAP005630 | TCGATTCGACTCAAGCTTCC |
| *TER94* | AGAP005630 | AGTCATCGTCATCGCTGCTT |

How the deposited data were processed for this re-analysis (not part of the article)

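The data are 1 H3K27ac and 1 H3K27me3 ChIP-seq library from midguts of A. gambiae females, with 1 input library, and 1 RNA-seq library each from midguts and salivary glands. The depths, in reads, are those of Table 1 of the paper, which are given where each experiment is introduced. The reads were not used here, so the precision of a peak's position or score at this depth was not measured. The input library and the expression values were not used here.

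The authors mapped ChIP reads to AgamP4 with Bowtie v1.0.0 and called peaks against the input. The deposited H3K27ac list gives a score for each peak from MACS, version 1.4.2 in the paper and 1.4 in the submitters' processing notes, and these scores ran from 50.02 to 3233.06. The deposited H3K27me3 list gives a score for each peak from SICER, with no version in the sources used here, and these ran from 39 to 23492. Scores were used only to describe, rank or filter peaks within their own list. For RNA, the authors used TopHat v2.0.10 and Cufflinks v2.1.1 and deposited a merged set of transcripts with positions and class codes, and no abundance from it was used.

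Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used. A peak's length was its listed end minus its listed start. For H3K27me3 these lengths fell just below whole windows of 200 bp, so length cutoffs could drop peaks that just missed them. Peaks overlapped a gene where at least 1 bp was shared. Promoters were 200 bp on each side of each transcription start, and gene regions had 200 bp on each side, as in the paper. Coverage was the length under peaks divided by the chromosome length of Table 2. The genome length in that table, 273109044 bp, is larger than the sum of its 6 chromosomes, 272856636 bp, and was used as given. For chance overlap, the peaks were turned around each chromosome by a random step 1000 times. Gene lists were set beside 10000 random lists with as many members in each of 10 bins of gene length. Medians have an interval from order statistics and shares a Wilson interval at the 95% level. The rotations and random lists were tested on simulated data, and the intervals were not. The simulated peaks had fixed lengths and even placement, and genes of the same length were marked independently. Clustered peaks, neighbouring genes and lists as short as the families were not simulated. Of null lists of 60 genes, 93% fell inside the middle 95% of random lists, and independently placed peaks gave a ratio of observed to rotated overlap of 0.895.

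The genes named, or given by position where they have no symbol, were those of Fig. 4, Table S1 and Table S3, the genes at the 10 highest-scoring H3K27ac peaks and the 10 longest H3K27me3 peaks, the 10 genes with the most bases under both marks, the 5 class "u" loci with the longest overlap with each mark, and up to 4 examples per gene list by the share of the gene covered. The values of Table S3 had been seen when this rule was set. Names came only from the paper's tables and legends, since 0 genes of the RefSeq table used carry the identifiers of the files. For that reason the 23 gene lists fixed before the data were examined, which select genes by name, could not be applied, and only the lists of Table S3 and families within it were used. Alternatives were stricter peaks, merged peaks, other overlaps, promoters and flanks, and the removal of UNKN. Other gene models were added after seeing the data. Expression, differential expression and gene ontology were not analysed here, and the clusters of Fig. 2 were not computed but taken from Table S3 for its genes.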

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

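The results below concern antisense loci and peaks outside every assembled locus, which the paper does not describe, and each count is above the 3 that a count of 0 allows. The input library, the control of the ChIP-seq, was not used here. No test was run on the antisense loci or on the single peaks named.

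Antisense loci (class "x") numbered 248 on the chromosomes of Table 2. At their starts, with 200 bp on each side, 55 (22.2%, interval 17.5 to 27.8%) carried H3K27ac and 49 (19.8%, interval 15.3 to 25.2%) carried H3K27me3, 0 carried both and 144 neither. Antisense loci overlap exons of annotated genes, whose own marks were not told apart from theirs.

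The shares of H3K27ac and H3K27me3 peaks that overlapped an assembled locus or its promoter, 94.4% and 61.7%, lay above and below all 1000 rotations of the peaks (66.4% and 68.1% on average). Outside every assembled locus and promoter lay 373 H3K27ac peaks. Their median score was 123, but the strongest reached 2551 at 2R 54992918 to 55001231, 2340 at 2R 37078968 to 37085259 and 2219 at X 2836696 to 2841478. Also outside every locus lay 4954 H3K27me3 peaks, with a median length of 1999 bp. The longest were 43799 bp at 3R 7278201 to 7321999, 43399 bp at 3R 7346601 to 7389999 and 35199 bp at 2R 14947601 to 14982799.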

How the results depend on the processing

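Of 205 alternatives over 68 results, 100 left the value within its counting interval or a count within 1.5 times. For coverage and shared bases this interval counts single bases, and for list percentiles random draws, so it is very narrow. Peaks in genes also enter both as a share and as a count, so the number 100 does not measure stability. The overlap of the marks stayed below that of the rotated peaks under each alternative run on it. The share of H3K27me3 peaks in annotated genes passed 50% under 3 of the settings below, without rotations for these settings, and the cause of the shifts was not tested. Leaving out UNKN gave coverage of 7.56% for H3K27ac and 22.9% for H3K27me3. Stricter H3K27ac peaks (score of 100 or more) gave 5.65% coverage, 79.6% of peaks in annotated genes, 95.6% in the custom set and 0.551% of bases shared. Stricter H3K27me3 peaks, by length (2000 bp or more) and by score, gave 7440 and 6482 peaks, 16.8% and 15.8% coverage, 50.6% and 52.0% in annotated genes, 68.3% and 68.7% in the custom set, 0.555% and 0.526% of H3K27ac bases shared, and 64.6% and 64.1% of the homeotic region. Merged peaks covered 6.52% and 19.9%. Requiring 50% of the peak gave 71.0% and 38.0% in annotated genes and 90.5% and 50.9% in the custom set, for H3K27ac and H3K27me3. Peak midpoints gave 70.2% and 38.7%, promoters of 1000 bp 79.8% and 46.4%, and exons alone 81.9% and 45.7% of the custom set. Only 610 class "u" transcripts had several exons. Stricter peaks of both marks gave an overlap of 0.0215 of the rotated mean and 276 genes with both marks, promoters alone 46, bodies covered to 50% 25 (and 1992 with H3K27ac alone), and flanks of 1000 bp 821. In genes of 2000 bp or longer the median body cover was 31.4% and 59.3%. The bodies of the homeotic genes alone were covered to 57.9%. For the lists of Table S3, stricter peaks left H3K27me3 on 23.3% of the mosquito-pathogen genes and H3K27ac on 0% of the 6 insecticide resistance genes, and promoters alone left 0% for either mark in the latter. Without length matching, percentiles were 28.4 and 98.3 for the first list and 17.4 and 61.2 for the second, for H3K27ac and H3K27me3; with stricter peaks, chosen for the percentiles after seeing the data, they were 36.9 and 49.7, and 3.49 and 33.6. The gene models were varied after seeing the data: class "=" alone gave 63.1% and 38.2% of peaks in annotated genes and body medians of 45.9% and 85.6%, and classes "=", "j" and "o" together 88.3% and 50.9%, with medians of 40.2% and 76.7%. The alternatives with another source of gene models were not run, as no annotation with these identifiers was used here. No paired analysis was possible because each mark and tissue has 1 library, which also leaves the spread between animals unknown.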

Differences from the paper's values

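At the main settings none of the coverage values, peak counts and peak shares differed from the paper's by more than 1.5 times. This bound is wide, and for H3K27ac peaks in genes no higher value could have passed it, so the differences themselves are given. The paper's share of H3K27ac peaks in annotated genes is 70.2% (4657 peaks), and the share here was 77.7% (5156 peaks). With peak midpoints, an alternative set before the data were examined, it was 70.2% (4661 peaks), and where 50% of the peak had to lie in the gene it was 71.0% (4716 peaks). The paper's text gives no minimum overlap. For H3K27me3 the paper gives 41% (5414 peaks), and the values were 45.0% (5823 peaks), 38.7% with midpoints (5003 peaks) and 38.0% with 50% of the peak (4921 peaks). In the custom gene set the paper counts 6156 and 7813 peaks, and 6266 and 7985 were counted here.

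For H3K27me3 the paper's Results give a genome coverage of 22%, its Table 2 gives 19.45% and its Discussion gives 14%. The value here was 19.5%, and 22.9% without the unplaced sequence, and the lowest of the alternatives was 15.8%, with peaks scoring at or above the median. The number of class "u" transcripts in the paper's Results, 13969, equals the number of class "u" loci counted here, which hold 14207 transcripts.

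Table S3 lists no mark for CTL6 and HPX15. Here CTL6 carried 9 H3K27ac and 2 H3K27me3 peaks and HPX15 carried 1 H3K27ac peak. Both rest on class "j" models, that of CTL6 spanning 90079 bp. Genes with both marks thus numbered 2 here and 1 in the table. The marks of the other 64 of the 66 genes equal those of the table. The paper states in its Discussion that the genome fractions under the marks do not overlap, and later that some regions do. Here 129017 bp, 0.735% of the H3K27ac bases, were under both.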

Other observations

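The tests below were written down before their results were seen, except that, after the values were known, the resampling spread of the shared bases was added, their share near peak ends came to be read against its 90% bound, and the test of flanks free of other H3K27me3 peaks and that of unmarked genes were added.

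Among genes with a class "=" transcript, 33.0% of the 3805 with H3K27ac alone also had an assembled alternative isoform (class "j"; interval 31.5 to 34.5%), while random lists of the same gene lengths gave 25.8% on average and 27.8% at most. Of the 3076 with H3K27me3 alone, 20.3% had one (interval 18.9 to 21.7%), below every random list (lowest 25.7%, mean 27.9%). Unmarked genes had one in 13.1% of 4661 cases over all lengths, but lists of unmarked genes with the lengths of the H3K27me3 genes gave 26.3% (middle 95%: 24.1 to 28.5%), also above the H3K27me3 genes. The hypotheses tested were that H3K27ac genes carry assembled isoforms more often, and H3K27me3 genes less often, than other genes of their length, and both held in this test. A higher expression of H3K27ac genes may give more reads from which to assemble isoforms, which was not tested.

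For the flanks of long H3K27me3 peaks, the hypothesis was that H3K27ac peaks gather just outside H3K27me3 peaks of 10000 bp or longer. Of 1834 ends of such peaks, 185 (10.1%, interval 8.79 to 11.6%) had H3K27ac within 5000 bp outside, against 17.1% on average over rotations of the H3K27ac peaks, but only 25.4% of these flanks were free of other H3K27me3 peaks, where H3K27ac is rare, so this share cannot decide it. Of the 466 ends with a free flank, 146 had H3K27ac (31.3%, interval 27.3 to 35.7%), against 25.6% on average in random windows free of H3K27me3 and 32.0% at most. A rise of 1.5 times, as the hypothesis required, is argued against, and a smaller one stays open. Of these long peaks, 657 held no whole annotated gene and 72 held 2 or more, with 5 at most.

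Bases under both marks could come from blurred edges of adjoining peaks or from weak H3K27ac peaks. Weak peaks alone are argued against, since 66.0% of the shared bases remained (55.7 to 74.7% in resamplings of the 152 H3K27me3 peaks concerned) with H3K27ac peaks of score 100 or more; such peaks hold 88% of all H3K27ac bases, so a part from weak peaks stays open. Edges of up to 400 bp as the whole source are argued against too. Of the shared bases, 45.6% (37.3 to 54.8%) lay within 400 bp of an end of the H3K27me3 peak, where this explanation needed at least 90%. The other 70249 shared bp lay further in. A part from edges stays open, as the spread crosses the 50% set beforehand as the bound against this explanation and only 14.5% of the bases of these peaks lie that close to an end. The H3K27me3 caller also joined windows across gaps of 600 bp. Wider edges, and gaps without enrichment bridged inside a peak, were not tested and stay open. No biological explanation was tested, and a mixture of cells in the pooled midguts, which the paper names, stays open.

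Class "u" loci close to annotated genes may be unjoined 3' ends of those genes. Of 452 loci within 1000 bp past a 3' end, 40.7% lay on the strand of the gene (interval 36.3 to 45.3%), and of 673 within 1000 bp before a 5' end, 57.8% did. The explanation needed at least 75% on that strand, and at most 55% was set beforehand as the bound against it, so unjoined 3' ends are argued against as the source of these loci as a group, of which 268 lay on the other strand. The assembled set holds 0 transcripts of class "p", the class for fragments just past a gene, and if same-strand fragments were set apart there before, which is not known, the share is too low and says nothing about them. For the 184 loci on the strand of the gene the explanation stays open, and no biological one was tested.

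Class "u" loci far from annotated genes might be background reads with no relation to chromatin. Of 8392 loci more than 5000 bp from every annotated gene, 644 (7.67%, interval 7.12 to 8.26%) had H3K27ac at their start, against 2.46% over random placements in the same space and 3.27% at most, a ratio of 3.12. This argues against background reads as the source of all of them, and says nothing about the loci with no mark. H3K27me3 lay at 22.7% of the starts, inside the range of placements (22.4 to 25.6%). Which tissue each locus came from was not analysed here.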
